# Knockdown of GALNT1 suppresses malignant phenotype of hepatocellular carcinoma by suppressing EGFR signaling

**DOI:** 10.18632/oncotarget.3117

**Published:** 2015-02-04

**Authors:** Miao-Juei Huang, Rey-Heng Hu, Chih-Hsing Chou, Chia-Lang Hsu, Ya-Wen Liu, John Huang, Ji-Shiang Hung, I-Rue Lai, Hsueh-Fen Juan, Sung-Liang Yu, Yao-Ming Wu, Min-Chuan Huang

**Keywords:** GALNT1, GalNAc-transferase, O-glycosylation, epidermal growth factor receptor, receptor tyrosine kinase

## Abstract

O-glycosylation is a common protein modification. Aberrant O-glycosylation is associated with many cancers. GALNT1 is a GalNAc-transferase that initiates protein O-glycosylation. We found that GALNT1 is frequently up-regulated in hepatocellular carcinoma (HCC) and is associated with poor patient survival. Overexpression of GALNT1 increased and knockdown decreased HCC cell migration and invasion. Knockdown of GALNT1 inhibited EGF-induced migration and invasion. Knockdown of GALNT1 decreased EGFR activation and increased EGFR degradation, by decreasing EGFR O-glycosylation. This study demonstrates that down-regulation of GALNT1 is sufficient to suppress malignant phenotype of HCC cells by decreasing EGFR signaling. Thus, GALNT1 is a potential target in HCC.

## INTRODUCTION

Hepatocellular carcinoma (HCC) is a highly lethal cancer being the fifth most common cancer diagnosis and the third most frequent cause of cancer-related death worldwide [1, 2]. In Taiwan, HCC is the leading cause of cancer mortality with approximately 8000 new cases diagnosed and 7000 deaths occurring annually [3–5]. The mortality rate of HCC remains high as most patients present with unresectable advanced-stage disease, and recurrence following surgical resection remains a major problem as chemotherapy and radiation are of limited efficacy imposing a tremendous challenge in the management of HCC [6].

N-acetylgalactosaminyltransferase 1 (GALNT1) is a member of a large family of Golgi resident polypeptide N-acetylgalactosamine (GalNAc)-transferases (GALNT) that initiate mucin-type O-glycosylation by transfer of α-GalNAc from UDP-GalNAc to serine (Ser) or threonine (Thr) residues of proteins [7, 8]. The resultant short core region O-glycans, better known as cancer-associated Tn-antigens [9], are substrates of subsequent glycosidic chain extension, branching, and elongation by a repertoire of diverse glycosyltransferases [10]. Aberrant mucin-type O-glycosylation, both in structure and quantity, has been associated with cancers through altering the tumor cell-microenvironment interaction and influencing cell growth, survival, invasion, and metastasis, and lectin-receptor or immune system interaction [7]. Altered expressions of GALNT enzymes have been reported to associate with many cancers. GALNT2 down-regulation contributes to HCC cell malignant behaviors and enhances gastric cell proliferation and invasion [11, 12]. GALNT3 is frequently up-regulated in renal cell carcinoma (RCC) and independently predicts high-grade tumor and poor survival [13]; similarly GALNT3 is also up-regulated in high-grade serous epithelial ovarian cancer (EOC) and is correlated with shorter progression-free survival in advanced stage EOC [14]. Up-regulation of *GALNT14* was correlated with ovarian carcinogenesis [15]. *GALNT7* is frequently up-regulated in cervical cancer associated with cervical cancer cell proliferation, migration, and invasion [16]; yet down regulation of *GALNT1* and *GALNT7* is associated with enhanced melanoma cell migration, invasion and immunosuppression [17].

Very little is known about the function of GALNT1. Its expression is critical during early development of submandibular glands in mice through influencing the composition of extracellular matrix [18]. Knockout of GALNT1 in mice resulted in defective leukocyte recruitment [19]. O-glycosylation and Tn antigen expression have been reported in HCC [12, 20, 21]. *GALNT1* is the most highly expressed GALNT family genes in the liver [12]. However, no one has reported on the expression and function of GALNT1 in HCC. We therefore studied the roles of GALNT1 in HCC cellular behaviors and its clinical significance.

## RESULTS

### GALNT1 is frequently up-regulated in HCC and higher *GALNT1* expression levels are associated with poorer overall survival

To investigate the expression level of *GALNT1* mRNA in HCC, we first analyzed resources from the public database (NextBio Research). *GALNT1* mRNA expression levels are increased in HCC tumors (fold change: 2.29; GS50579) and in stage T3 HCC tumors (fold change: 2.16; GS50579) compared with normal liver tissues (Figure 1A). To confirm this finding, paired HCC tissues of 15 patients from the NTUH were collected for real-time reverse transcription polymerase chain reaction (RT-PCR) analysis (Figure 1B). The results reveal that *GALNT1* expression level is often increased in HCC tumors, *p* < 0.05, with 60% of the HCC patients exhibiting increased *GALNT1* expression levels in the tumors compared with the adjacent non-tumor tissues. Immunohistochemical staining of GALNT1 in 16 paired HCC tissues from the NTUH was performed and the staining intensity of tumor (T) and the adjacent non-tumor (N) tissues was scored from 0, +1, +2, and +3 for none, low, moderate, and high staining (Figure 1C). The immunohistochemistry (IHC) scores of HCC tumors were compared with the scores of the adjacent non-tumor tissues. The results further confirm that GALNT1 expression level is significantly increased in HCC tumors, *p* < 0.01, with 75% of the HCC patients exhibiting higher GALNT1 expression levels compared with the adjacent non-tumor tissues. To determine the correlation of GALNT1 expression with HCC clinicopathologic features we recruited 140 HCC tumors of patients from NTUH and analyzed for the *GALNT1* mRNA expression with real-time RT-PCR. Supplementary Table S1 displays the patients’ information. We found that HCC tumors exhibiting higher *GALNT1* expression levels are associated with poorer patient overall five-year survival (Figure 1D), *p* < 0.05. These findings show that GALNT1 is often overexpressed in HCC tumors and that higher *GALNT1* expression level is correlated with decreased HCC patient overall survival.

**Figure 1:**
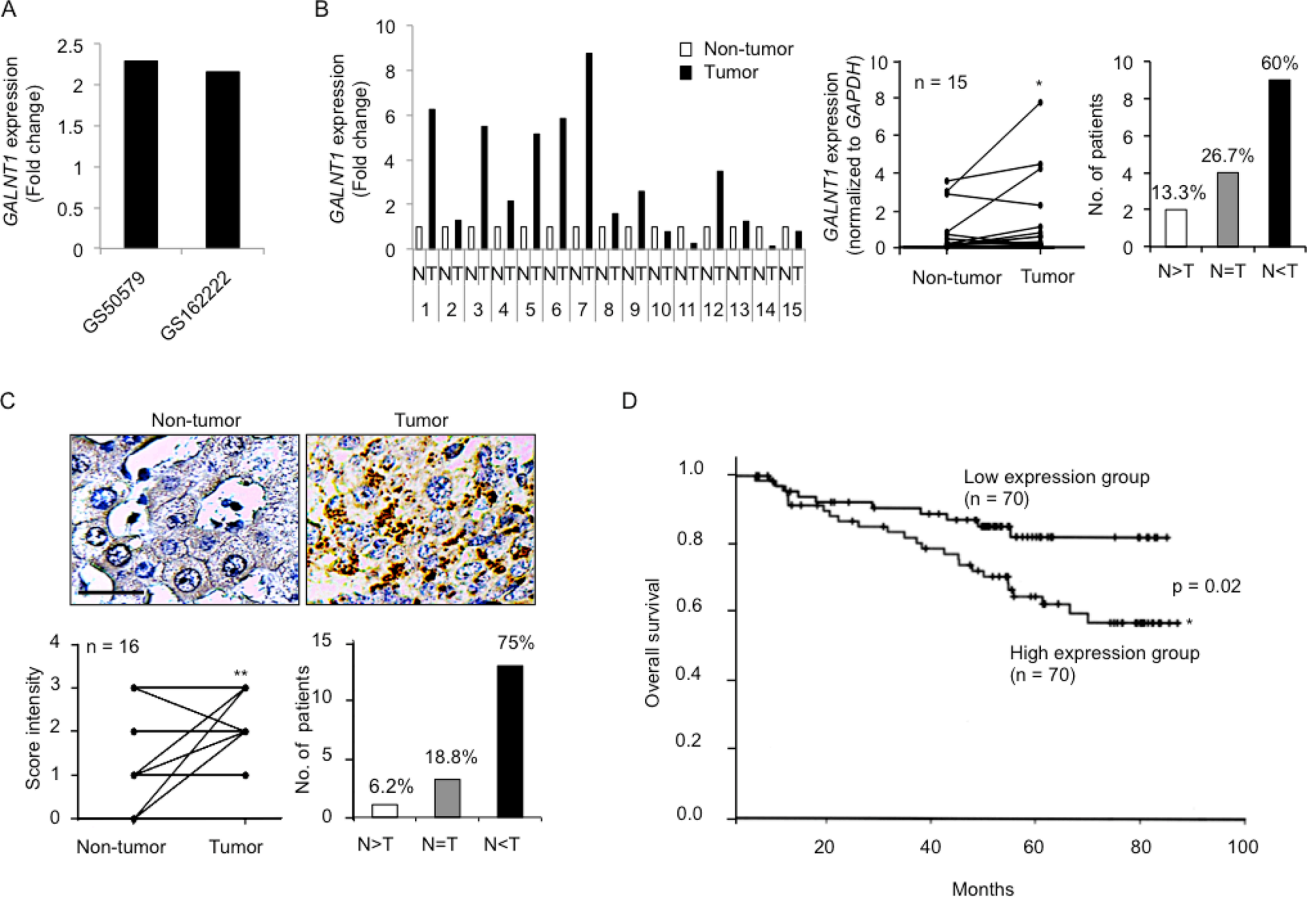
GALNT1 is frequently up-regulated in HCC and higher *GALNT1* expression levels are associated with poor overall survival **(A)** Resources analyzed from public databases (NextBio Research GS50579 and GSE62222) reveal that *GALNT1* expression is commonly increased in (1) hepatocellular carcinoma tumors compared with normal liver tissues (fold change: 2.29) and (2) hepatocellular carcinoma stage T3 compared with normal liver tissues (fold change: 2.16). *P* < 0.01. **(B)** Real-time RT-PCR quantification of *GALNT1* mRNA levels in 15 paired HCC tissues (normalized to *GAPDH* expression) and expressed as fold change in HCC tumor (T) compared with non-tumor tissues (N) (left panel). Sixty percent of the patients analyzed display higher *GALNT1* expression levels in HCC tumors compared with the adjacent non-tumor tissues, *p < 0.05. **(C)** Immunohistochemistry of GALNT1 of 16 paired HCC tissues. Representative images of non-tumor and tumor tissues are shown (upper panel), scale bar: 25 μm. GALNT1 intensity of HCC tumors was compared with their adjacent non-tumor parts (lower left) and 75% of the patients display increased GALNT1 expression levels in HCC tumors compared with non-tumor tissues, **p < 0.01. **(D)** *GALNT1* mRNA expression levels of 140 HCC tumors quantified by real-time RT-PCR in correlation with patient overall survival. HCC tumors expressing higher *GALNT1* levels (*n* = 70) are associated with deceased patient overall survival. *P < 0.05 is considered statistically significant.

### GALNT1 expression regulates HCC cell malignant behaviors *in vitro*

To investigate the effects of GALNT1 on HCC cell malignant behaviors, the *in vitro* cell viability, migration, and invasion assays were conducted. Western blot analysis reveals differential levels of GALNT1 expression in different HCC cell lines, namely, HepG2, HA22T, Huh7, Hep3B, PLC5, and skHep1 (Figure 2A). HA22T and PLC5 cells were selected for their intermediate GALNT1 expression levels to manipulate the expression of GALNT1 for further functional studies. Overexpression and knockdown of GALNT1 were achieved with GALNT1/pcDNA3.1A (GALNT1) plasmids and GALNT1 specific siRNA (siGALNT1), respectively, in HA22T and PLC5 cells and were confirmed by Western blotting (Figure 2B). The MTT assays showed no significant effects of GALNT1 on HCC cell viability (data not shown). However, using 10% FBS as chemoattractant, transwell migration and matrigel invasion assays demonstrate that overexpression of GALNT1 significantly enhanced HA22T and PLC5 cell migration (Figure 2C) and invasion (Figure 2D), *p* < 0.01. In contrast, knockdown of GALNT1 resulted in suppression of 10% FBS-induced HA22T and PLC5 cell migration (Figure 2E) and invasion (Figure 2F). These results suggest that overexpression of GALNT1 promotes whereas knockdown of GALNT1 inhibits HCC cell migration and invasion.

**Figure 2:**
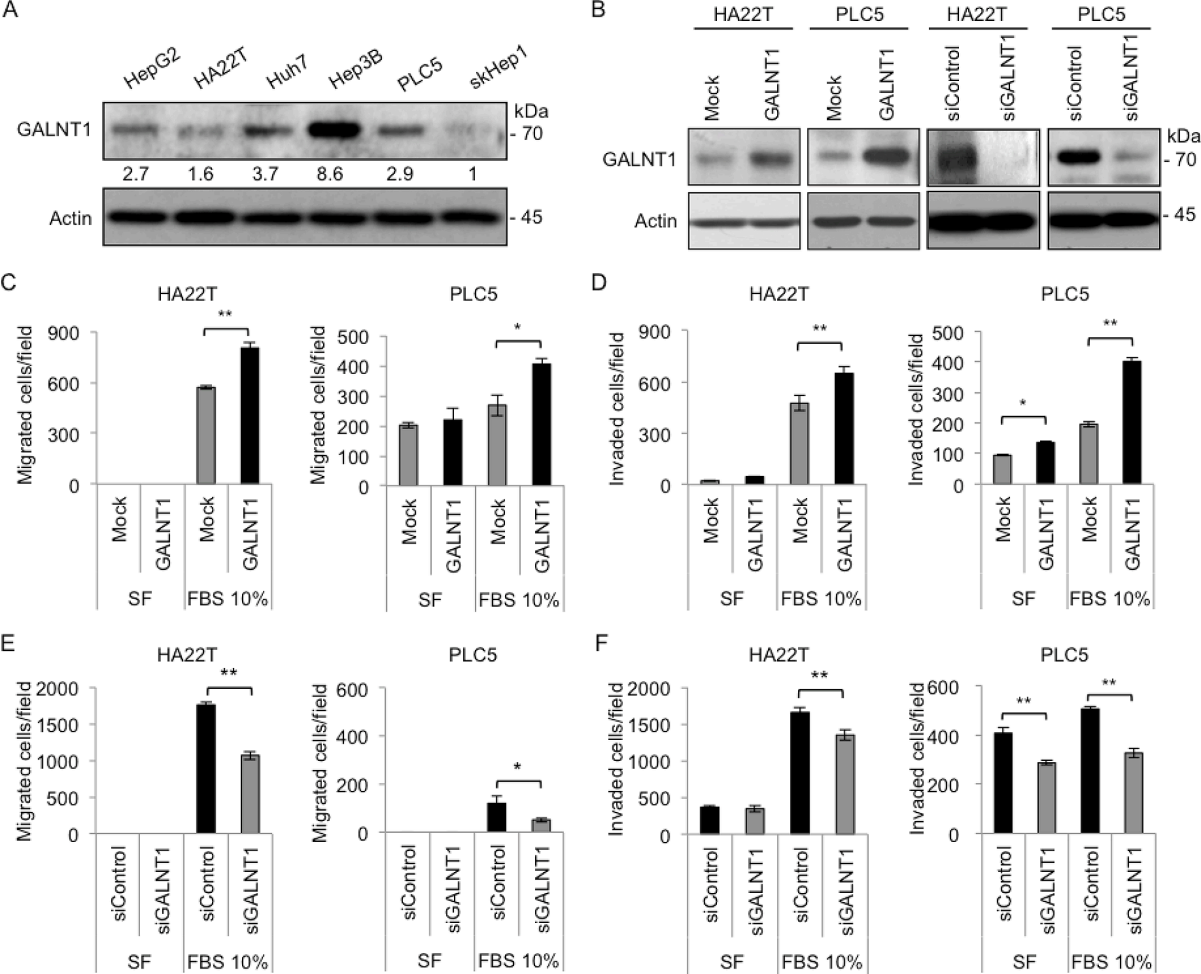
GALNT1 expression regulates HCC cell migration and invasion **(A)** Western blot of GALNT1 protein expression in multiple HCC cell lines. GALNT1 is differentially expressed in HepG2, HA22T, Huh7, Hep3B, PLC5, and skHep1 cells (upper panel) and expressed as relative expression intensity normalized to actin (lower panel) quantified by UN-SCAN-IT gel 6.1 software. **(B)** Western blots of GALNT1 overexpression by vector (Mock) or GALNT1/pcDNA3.1A (GALNT1) plasmids and knockdown by non-targeting (siControl) or GALNT1 siRNA (siGALNT1) in HA22T and PLC5 cells. **(C)** Overexpression of GALNT1 enhanced 10% FBS-induced HA22T (left) and PLC5 (right) cell migration. **(D)** Overexpression of GALNT1 enhanced HA22T (left) and PLC5 (right) cell invasion. **(E)** Knockdown of GALNT1 suppressed 10% FBS-induced HA22T (left) and PLC5 (right) cell migration. **(F)** Knockdown of GALNT1 suppressed HA22T (left) and PLC5 (right) cell invasion. Results obtained were analyzed by student's *t*-test and graphed as mean ± SD, **p < 0.01.

### GALNT1 expression regulates HCC cell malignant behaviors *in vivo*

Since GALNT1 knockdown significantly affects HCC migration and invasion *in vitro*, we therefore investigated whether GALNT1 knockdown can suppress metastasis of HCC cells *in vivo* in NOD/SCID mice. Stable knockdown of GALNT1 in HA22T and PLC5 cells with shRNA was confirmed by Western blotting (Figure 3A). Control and GALNT1 knockdown HA22T and PLC5 cells were injected into the tail veins of NOD/SCID mice and sacrificed 60 days after injection. Metastatic tumor nodules and hemorrhagic coagulants were observed in the pleural cavity of the control mice (Figure 3B). Statistical results show that 20% of HA22T and 50% of PLC5 control mice developed tumor nodules (Figure 3C), *p* < 0.05. In contrast, neither metastatic nodule nor hemorrhagic coagulants were seen in GALNT1 knockdown groups of both HA22T and PLC5 cells. Knockdown of GALNT1 reduced HCC-induced lung injury development compared with control (Figure 3D). Interestingly, in contrast to the control, histology of the lung architecture of GALNT1 knockdown mice displays relatively normal lung architecture and alveolar integrity. However, despite no HCC tumor foci were observed, the lung tissues of mice bearing HA22T and PLC5 control tumors developed several structural modifications, including, alveolar wall thickening, perivascular and peribronchiolar distention, vascular remodeling, and increased macrophage infiltration (Figure 3D). These findings suggest that knockdown of GALNT1 suppresses HCC cell metastasis and HCC-induced lung injury *in vivo*.

**Figure 3:**
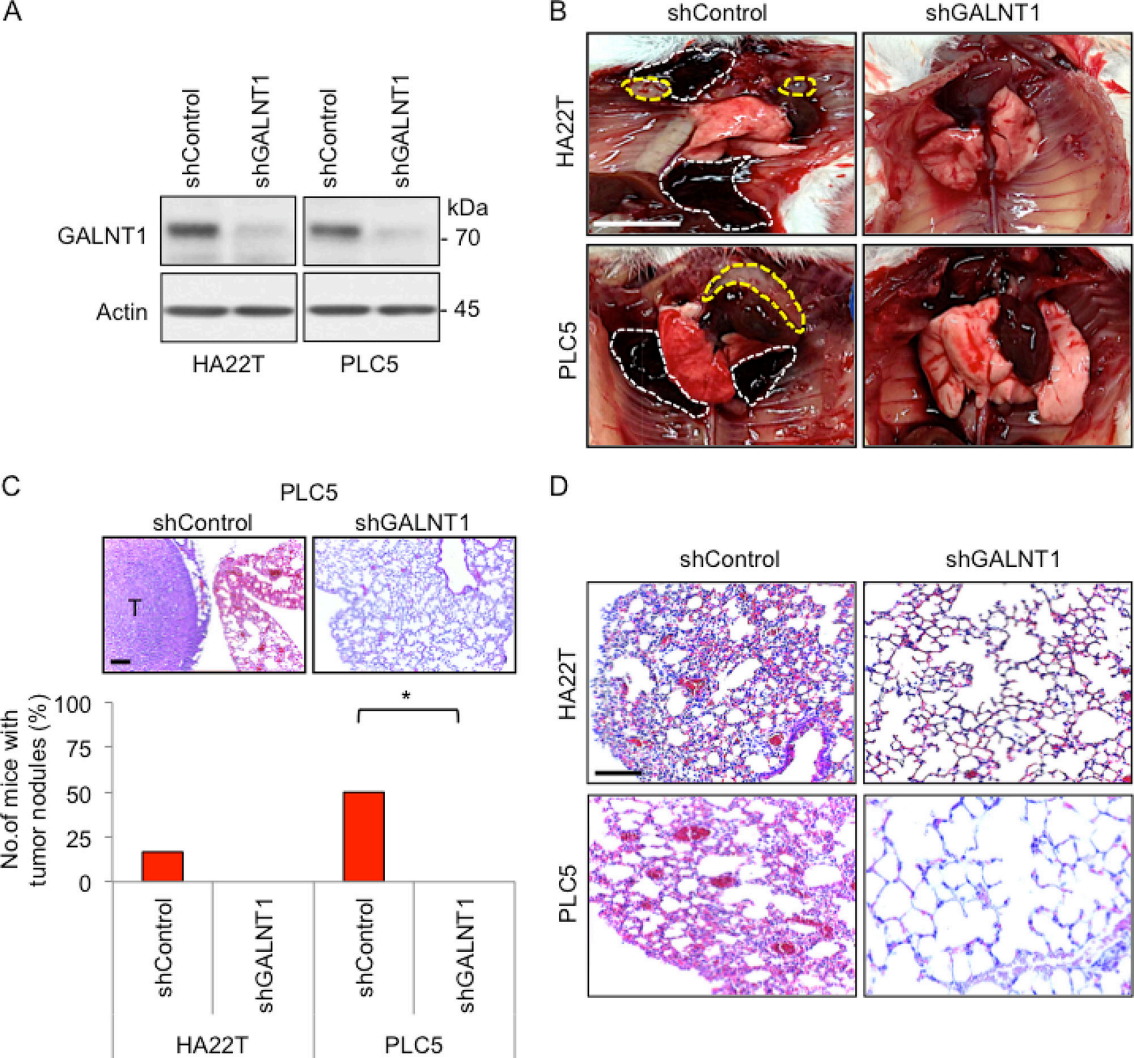
Knockdown of GALNT1 suppresses HCC cell metastasis *in vivo* **(A)** Stable knockdown of GALNT1 confirmed by Western blotting. **(B)** Stable transfectants of control or GALNT1 knockdown HA22T and PLC5 cells (5 × 10^6^) were injected into tail vein of NOD/SCID mice (*n* = 6 for each group). Metastatic tumor nodules (yellow discontinuous line) and hemorrhagic coagulant (white discontinuous line) were observed in the pleural cavity of the control group but not in the GALNT1 knockdown group. Scale bar: 1 cm. **(C)** Representative images of tumor nodules developed in PLC5 control group compared with GALNT1 knockdown group (upper panel), scale bar: 100 μm. Plot of the percentage of mice that developed metastatic tumor nodules. Twenty percent of the mice in HA22T control group while 50% of the mice in PLC5 control group showed pleuretic metastatic nodules. Chi-square analysis indicates knockdown of GALNT1 significantly suppressed metastatic tumor nodule development compared with control, *p < 0.05. **(D)** Knockdown of GALNT1 reduces HCC-induced lung injury. Representative histology of lung architecture of control and GALNT1 knockdown groups is shown. Compared with GALNT1 knockdown groups, lung tissues of HA22T and PLC5 control groups display alveolar wall thickening, perivascular and peribronchiolar distention, and vascular remodeling. Scale bar: 100 μm.

### GALNT1 knockdown inhibits EGF-induced cell migration and invasion

To determine the target pathway of GALNT1 effecting HCC malignant phenotypes, a number of growth factors reportedly involve in HCC development [18–22] were tested using the transwell migration and matrigel invasion assays. Growth factors, including EGF 50 ng/ml, FGF 25 ng/ml, HGF 20 ng/ml, IGF-1 50 ng/ml, PDGF 50 ng/ml, TGFβ 50 ng/ml, and VEGF 50 ng/ml, in serum-free (SF) DMEM were used as chemoattractants. Knockdown of GALNT1 significantly suppressed EGF-induced migration (Figure 4A) and invasion (Figure 4B) in both HA22T and PLC5 cells, *p* < 0.01. In addition, GALNT1 knockdown also suppressed PDGF- and VEGF-induced invasion in HA22T cells and suppressed VEGF-induced invasion in PLC5 cells (Figure 4B). These results demonstrate that GALNT1 most significantly suppresses EGF-induced migration and invasion of HCC cells.

**Figure 4:**
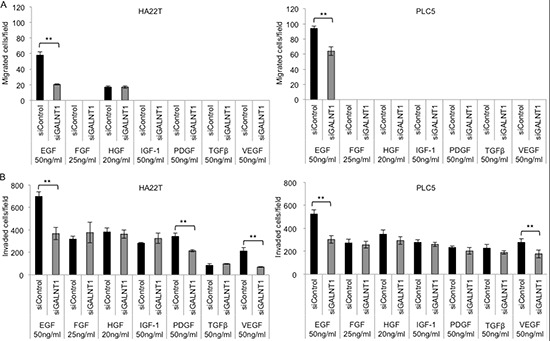
Knockdown of GALNT1 suppresses EGF-induced cell migration and invasion **(A)** GALNT1 knockdown suppressed EGF-induced cell migration in HA22T and PLC5 cells. **(B)** GALNT1 knockdown suppressed EGF-, PDGF- and VEGF-induced invasion in HA22T cells, and suppressed EGF- and VEGF-induced cell invasion in PLC5 cells. Results obtained were analyzed by student's *t*-test and graphed as mean ± SD, **p < 0.01.

### GALNT1 knockdown reduces EGF-induced EGFR activation and facilitates EGFR degradation

To investigate the mechanisms by which GALNT1 knockdown suppresses EGF-induced HCC cell migration and invasion, EGF-induced EGFR activation and degradation were analyzed. Western blots of total cell lysates immunoblotted with antibodies for EGFR p-Y1068 and total EGFR are shown (Figure 5A). GALNT1 knockdown suppressed EGF-induced EGFR activation where a decrease in p-Y1068 levels in both HA22T and PLC5 cells is clearly evident at 3 min. Next, we analyzed the effects of GALNT1 on EGFR degradation. Control and GALNT1 knockdown cells were serum starved overnight and then treated with EGF 50 ng/ml and/or cyclohexamide for 0, 1, and 2 hours. Western blot analysis shows that knockdown of GALNT1 enhanced EGFR degradation in HA22T and PLC5 cells (Figure 5B). Knockdown of GALNT1 did not affect *EGF* and *EGFR* mRNA expression levels in HA22T and PLC5 cells (Supplementary Figure S1). In addition, we also found that the expression level of EGFR is moderately correlated with GALNT1 expression levels in HCC tumors (r = 0.4894, *p* < 0.05) (Supplementary Figure S2). These results suggest that GALNT1 knockdown suppresses EGF-induced EGFR activation and enhances EGF-induced EGFR degradation in HCC cells.

**Figure 5:**
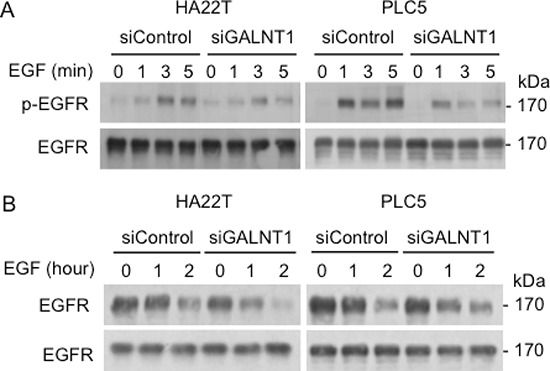
Knockdown of GALNT1 reduces EGF-induced EGFR activation and enhances EGFR degradation **(A)** GALNT1 knockdown suppressed EGF-induced EGFR phosphorylation. HA22T and PLC5 cells knockdown with non-targeting siRNA (siControl) and GALNT1 siRNA (siGALNT1) were serum starved overnight then treated with EGF 50 ng/ml for the indicated time points. Western blots of total cell lysates were immunoblotted with antibodies for p-Y1068 EGFR and total EGFR. A marked decrease in EGFR phosphorylation in both HA22T and PLC5 cells is evident at 3 min after EGF stimulation. **(B)** Knockdown of GALNT1 enhanced EGFR degradation. Control and GALNT1 knockdown HA22T and PLC5 cells were serum starved overnight, treated with cyclohexamide to inhibit protein synthesis, and then stimulated with EGF 50 ng/ml for the indicated time. Western blots depict decreased total EGFR levels from 1 h after EGF stimulation.

### GALNT1 knockdown enhances EGFR co-localization with EEA1 and LAMP1

To investigate whether GALNT1 regulates EGFR trafficking, immunofluorescence staining of GALNT1 knockdown HA22T and PLC5 cells treated with EGF 10 ng/ml was performed to analyze for co-localization of EGFR (red) with early endosome antigen 1 (EEA1) (green) or lysosomal associated membrane protein 1 (LAMP1) (green) (Figure 6A and 6B, upper panels). EEA1 is an early endosome marker and LAMP1 is a lysosome marker. Quantification of co-localization (yellow) demonstrates that GALNT1 knockdown significantly enhanced EGFR co-localization with EEA1 at 3 min in both HA22T and PLC5 cells (Figure 6A, lower panel). Furthermore, GALNT1 knockdown significantly enhanced EGFR co-localization with LAMP1 at 30 min and 10 min in HA22T cells and PLC5 cells, respectively (Figure 6B, lower panel). Coinciding with these findings, GALNT1 knockdown triggered quicker onset of EGFR internalization with an enhanced EGFR co-localization with EEA1 and caused a marked decrease in cell surface EGFR most evident at 10 min compared with control (Supplementary Figure S3, arrows). Moreover, the cell surface EGFR continues to decrease while EGFR co-localization with LAMP1 increases in GALNT1 knockdown HA22T and PLC5 cells compared with control and results in an overall reduction of total EGFR at 30 min. These results suggest that GALNT1 knockdown accelerates EGF-induced EGFR internalization and co-localization with EEA1 and promotes receptor trafficking to the late endosome/lysosomal pathway leading to enhanced EGFR degradation.

**Figure 6:**
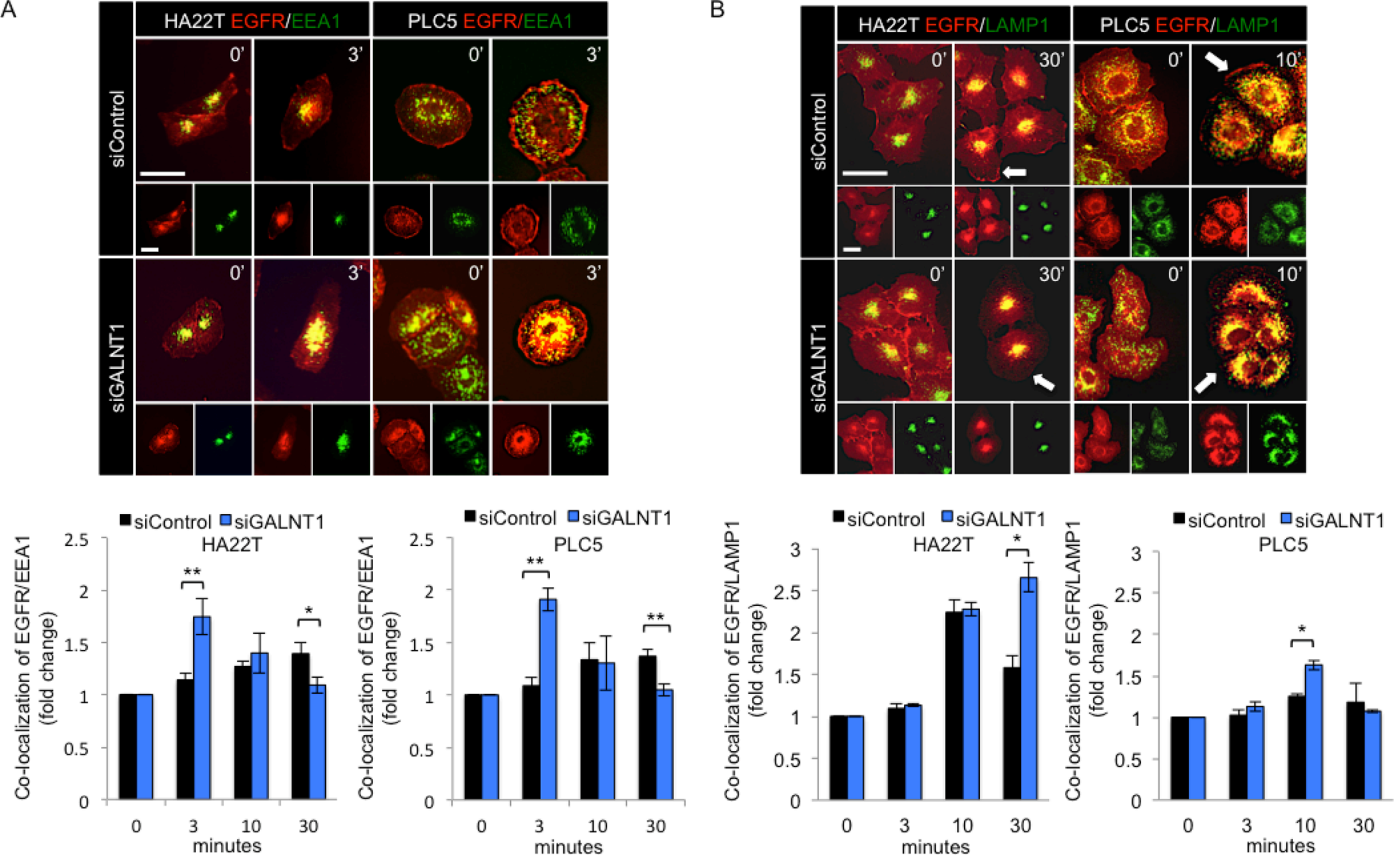
Knockdown of GALNT1 enhances EGFR co-localization with EEA1 and LAMP1 **(A)** Knockdown of GALNT1 enhanced EGFR co-localization with EEA1. Immunofluorescence staining of control (siControl) and GALNT1 (siGALNT1) knockdown HA22T and PLC5 cells with anti-EGFR (red) and anti-EEA1 (green) antibodies (upper panel). Cells were serum starved overnight and stimulated with EGF 10 ng/ml for 0, 3, 10, and 30 min and imaged by confocal microscopy. GALNT1 knockdown significantly enhanced EGFR co-localization with EEA1 at 3 min after EGF stimulation (lower panel). **(B)** Knockdown of GALNT1 enhanced EGFR co-localization with LAMP1. Control and GALNT1 knockdown HA22T and PLC5 cells were treated as above. Cells were immunostained for EGFR (red) and LAMP1 (green) after EGF stimulation (upper panel). Knockdown of GALNT1 significantly enhanced EGFR co-localization with LAMP1 at 30 min and 10 min after EGF stimulation in HA22T and PLC5 cells, respectively (lower panel). Representative merged images are shown with co-localization indicated in yellow. Nucleus was detected by DAPI (data not shown). Co-localization was quantified using Image J software. Results quantified are presented as fold change normalized to time 0. *P < 0.05, **p < 0.01; scale bar: 5 μm. Results were obtained from three independent experiments.

### GALNT1 regulates EGFR O-glycosylation

To investigate whether GALNT1 affects the fate of EGFR through modifying EGFR O-glycans, VVA lectin was used to detect the level of Tn antigen (GalNAc-O-Ser/Thr) with change of GALNT1 expression. To minimize the effect of complex O-glycans and sialic acids on the lectin binding, benzyl-α-GalNAc treatment of cells and neuraminidase digestion of cell lysates were performed. EGFRs in control and GALNT1 knockdown HA22T and PLC5 cells were immunoprecipitated and blotted with biotin-conjugated VVA lectins (Figure 7A and 7B). In the absence of benzyl-α-GalNAc, we could not observe a decrease in Tn antigens on EGFRs in GALNT1 knockdown cells with or without neuraminidase treatment. We, therefore, treated the cells with benzyl-α-GalNAc to block further extension of Tn antigens. As expected, after treatment with benzyl-α-GalNAc, GALNT1 knockdown reduced VVA binding to EGFR O-glycans regardless of neuraminidase treatment. These results demonstrate that GALNT1 can modify O-glycans on EGFR in HCC cells.

**Figure 7:**
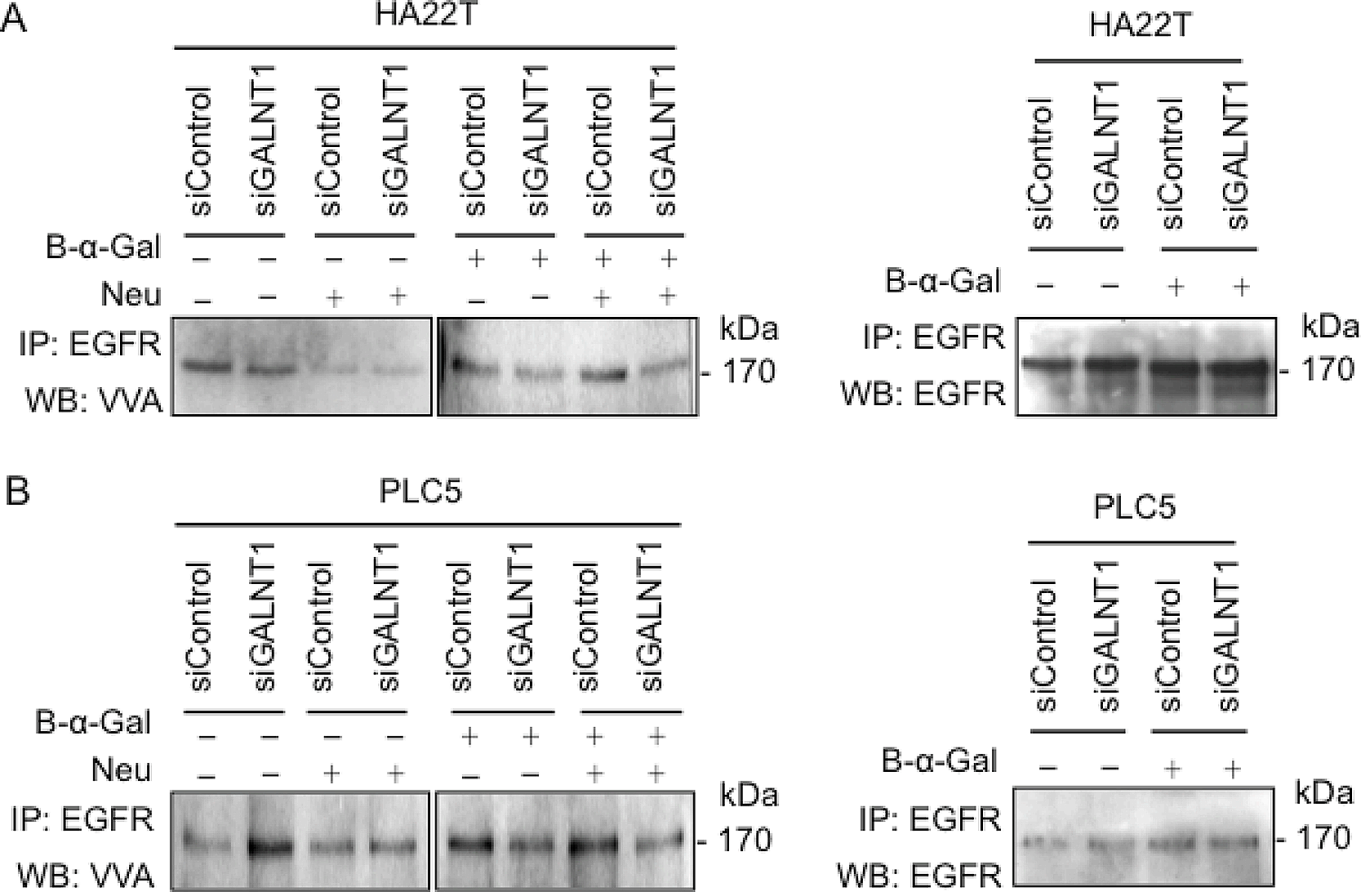
GALNT1 regulates EGFR O-glycosylation Effects of GALNT1 knockdown on VVA binding to EGFR in HA22T **(A)** and PLC5 **(B)** cells. Control and GALNT1 knockdown HA22T and PLC5 cells were treated with or without benzyl-α-GalNAc (B-α-Gal) to inhibit elongation and branching of O-glycans. Whole cell lysates were immunoprecipitated (IP) for EGFR and then incubated with or without neuraminidase (Neu) to unmask the effects of sialylation and Western blotted (WB) with biotin-conjugated VVA to distinguish Tn antigen expression. The effect of GALNT1 knockdown on reducing Tn antigen expression on EGFR was detected after treatment with benzyl-α-GalNAc, particularly after incubation with neuraminidase. Immunoprecipitated EGFR imunoblotted with anti-EGFR antibody serves as control.

### GALNT1 knockdown affects genes expression

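Gene expression was measured on 12 one-color Agilent SurePrint G3 Human arrays, which carry 50599 different probes besides control probes. HA22T and PLC5 are human hepatocellular carcinoma cell lines. Each line was transfected with 10 nM of non-targeting siRNA (siControl) or GALNT1 siRNA (siGALNT1), and RNA was taken after 48 h. This gave 4 groups of 3 arrays. The authors scanned the arrays and deposited the spot intensities of the Feature Extraction software, with the background already subtracted. They also deposited a table of scaled log2 values for each probe, which served here only as an alternative. Of the 58717 spots on an array that are not controls, between 36679 and 48873 were well above background. The median number was 44641 in HA22T siControl, 38756 in HA22T siGALNT1, 43902 in PLC5 siControl and 45619 in PLC5 siGALNT1. No spot was saturated (0 on every array). The methods exclude features flagged as non-uniform outliers, and these spots, 489 to 3633 per array, were left out here too. The log2 intensities were then set relative to the 75th percentile of each array, and repeated spots of a probe were averaged. The 4 groups were fitted together with the limma package. Probes were counted in a cell line when they were well above background on at least 3 of its 6 arrays, and p-values were adjusted within these probes by the Benjamini-Hochberg method. A gene with several probes was read from its brightest probe that had a value in every group, and probes that disagreed are given beside it. The 6 HA22T arrays and the replicate 1 pair of PLC5 were on one slide and the other PLC5 arrays were on another, so the fit was also run with the slide as a block. The number of arrays limits the precision of every value. For one gene, 3 arrays against 3 cannot give a two-sided exact permutation p under 0.1.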

To better understand the molecular mechanisms delineating the role of *GALNT1* gene expression in HCC tumorigenesis, we evaluated the global gene expression changes in control and *GALNT1* knockdown HA22T and PLC5 cells. All microarray experiments were performed in triplicates where three hybridizations were conducted for each *GALNT1* knockdown cells against the corresponding control. 

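The targeted gene was examined first on these arrays. The brighter GALNT1 probe (A_33_P3210218) had a log2 value of 0.97 ± 0.30 (SD, n = 3) in HA22T siControl and -4.13 ± 1.26 (SD, n = 3) in HA22T siGALNT1. The log2 fold change was -5.10 (standard error 0.61, adjusted p = 0.0708 from limma). In PLC5 cells the probe had a log2 value of 0.62 ± 0.25 (SD, n = 3) with siControl and -3.10 ± 1.04 (SD, n = 3) with siGALNT1. The log2 fold change there was -3.72 (standard error 0.61, adjusted p = 1.00 from limma). These p-values are adjusted over all counted probes. GALNT1 is the target of the siRNA and was named beforehand, and its unadjusted p from limma was 3.9e-06 in HA22T and 7.4e-05 in PLC5. In both cell lines every siGALNT1 array lay below every control array (two-sided exact permutation test, p = 0.1 in each line, the smallest possible). In HA22T siGALNT1, 2 of the 3 arrays measured the probe well above background. The dimmer GALNT1 probe (A_23_P306105) changed by -4.75 on the log2 scale in HA22T (standard error 0.49, adjusted p = 0.0305 from limma), with 1 of the 3 siGALNT1 arrays well above background, and by -3.03 in PLC5 (adjusted p = 1.00 from limma). Of the processing alternatives, normexp background correction moved the brighter probe most, to -4.26 in HA22T (adjusted p = 1.67e-04 from limma) and -3.38 in PLC5 (adjusted p = 0.00900 from limma). Over all alternatives set beforehand, the adjusted p of this probe ranged from 1.67e-04 to 0.999 in HA22T and from 0.00900 to 1.00 in PLC5. With the replicate number as a block it was 0.202 in HA22T. Without PLC5 siGALNT1 replicate 1, which enters the shared estimate of the spread, the adjusted p in HA22T was 0.0273. GAPDH, the reference gene of the real-time RT-PCR, had log2 fold changes of -0.09 in HA22T (exact permutation p = 0.7) and 0.17 in PLC5 (exact permutation p = 0.6), both within the spread between replicates. The HA22T value was 0.065 without HA22T siControl replicate 1. The PLC5 value ranged from 0.0028 to 0.35 when single arrays were left out.

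**Figure D1:**
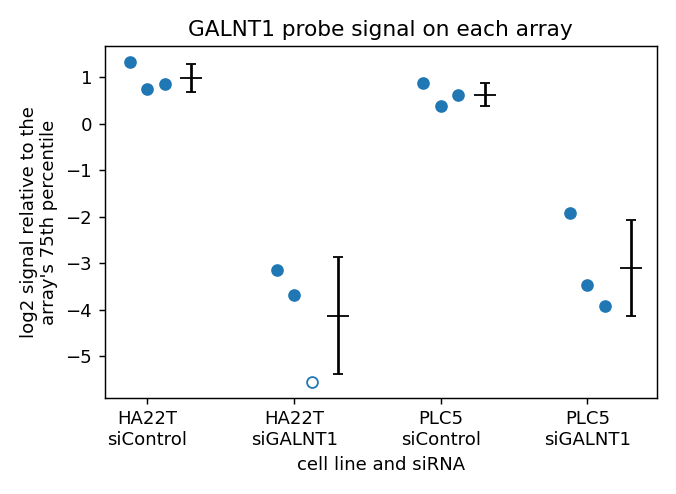
Signal of the brighter GALNT1 probe on each of the 12 arrays, as log2 intensity relative to the 75th percentile of the array (vertical axis), by cell line and siRNA (horizontal axis). Each point is an array, filled where the probe was well above background, and the bar beside each group is its mean ± SD. The siGALNT1 arrays lie between -5.55 and -1.93 and the siControl arrays between 0.37 and 1.32.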

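In HA22T cells, 36327 probes were well above background on enough arrays to be counted. Of these, 1086 probes (2.99%) had an unadjusted p below 0.05 in limma's test, where chance gives 5%. A fold change of at least 1.5 together with an unadjusted p below 0.05, the criterion of the paper, was met by 1043 probes, of which 660 were up-regulated and 383 were down-regulated by siGALNT1. Up-regulated probes made up 63.3% of them, against 47.8% after quantile normalization and 51.8% after median scaling. After Benjamini-Hochberg adjustment 1 probe was left, the dimmer GALNT1 probe. As a ratio, the filter on dim probes moved the number of HA22T probes past the study's criterion most, to 479 when all 6 arrays had to be well above background. Single arrays also moved it by more than 1.5 times. It was 583 without siControl replicate 1, 1999 without siGALNT1 replicate 1 and 639 without siGALNT1 replicate 2. With the replicate number as a block, 1745 probes met the criterion, 898 up-regulated and 847 down-regulated, and 0 had an adjusted p below 0.05. With the slide as a block, 1293 probes met it and 0 had an adjusted p below 0.05. All 6 HA22T arrays were on one slide, so this block removes no batch within HA22T. It acts there only through the estimate of the spread shared with PLC5. The methods list several tests and do not say which was used for the arrays. Student's t-test, taken here as the methods' t-test, gave 753 probes past the criterion and 1 after adjustment.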

Functional enrichment and network analysis reveal that *GALNT1* knockdown in HA22T cells leads to differential gene expression in pathways, including transport and cell-cell signaling, cellular development, response to stimuli, cell adhesion, regulation of GTPase activity, and neurotrophin signalling pathway (Figure 8A). *GALNT1* knockdown in PLC5 cells leads to differential gene expression pathways, including cellular development and differentiation, signal transduction, regulation of GTPase activity, and organization of cytoskeleton (Figure 8B). 

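In PLC5 cells, 38070 probes were counted, and 508 of them (1.33%) had an unadjusted p below 0.05 in limma's test. The criterion of the paper was met by 492 probes, of which 113 were up-regulated and 379 were down-regulated by siGALNT1. No probe (0) had an adjusted p below 0.05 in limma, and none did (0) with the methods' t-test, which gave an unadjusted p below 0.05 for 737 probes. The filter on dim probes moved the number of PLC5 probes past the study's criterion most as a ratio here too, to 124 when all 6 arrays had to be well above background. The count was 829 without siControl replicate 1, 316 without siControl replicate 2 and 1428 without siGALNT1 replicate 3. With the slide as a block, which removes the difference between the replicate 1 pair and the other arrays, 597 probes met the criterion and 0 had an adjusted p below 0.05. The difference between the cell lines was tested as an interaction over 39100 probes. None (0) had an adjusted p below 0.05 in limma, and 952 had an unadjusted p below 0.05. Correlation of log2 fold changes between HA22T and PLC5 was -0.185 (Pearson) and -0.199 (Spearman) across probes counted in both lines, which are not independent replicates. The Pearson correlation was 0.028 without PLC5 siGALNT1 replicate 2 and -0.346 without PLC5 siGALNT1 replicate 3, so 1 array decides its sign.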

The differential expressions (≥ 1.5 fold change, *p* < 0.05) of functionally related groups of genes are provided in Supplementary Table S2. 

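For HA22T, Supplementary Table S2 lists 107 genes, 69 as up-regulated and 38 as down-regulated. A value could be read here for 103 of them, and the brightest probe of 86 changed in the listed direction. With any probe of the gene considered, 52 genes met the criterion in the listed direction in limma, 37 of them listed as up-regulated and 15 as down-regulated. For 29 of the 52 the probe was well above background on at least 3 of the 6 arrays, and the other 23 met the criterion only with dimmer probes. After adjustment over all counted probes, 0 of the listed genes had a probe with an adjusted p below 0.05. Adjusted over the list alone, 14 had an adjusted p below 0.05, but the paper chose the list on these arrays, so this is not independent evidence. For PLC5 the table lists 29 genes, 11 as up-regulated and 18 as down-regulated. They include MYAD, which matches no gene and stands in the table beside MYADM. A value could be read for 26, 20 changed in the listed direction, and 9 met the criterion, 8 of them with a probe well above background. No listed gene (0) passed after adjustment, over all probes or adjusted over the list alone. Normexp background correction lowered the HA22T count most, to 23, and the methods' t-test raised it to 78 and the PLC5 count to 19. The HA22T count was 30 without HA22T siControl replicate 1 and also without HA22T siGALNT1 replicate 2, and the PLC5 count was 5 without PLC5 siControl replicate 3. From genes past this criterion, the paper states that expression changed in groups of functionally related genes, and it took genes from the list for real-time RT-PCR.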

Genes selected for real-time RT-PCR validations are shown in Figure 9A and 9B. In HA22T cells, genes related to cell adhesion (WNT3 and KIF26B) were up-regulated; and genes regulating intracellular protein transport (MDM2 and RHOQ) were down-regulated. 

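On the HA22T arrays, KIF26B had a log2 value of -4.27 ± 0.34 (SD, n = 3) with siControl and -3.44 ± 0.07 (SD, n = 3) with siGALNT1, a log2 fold change of 0.84 (standard error 0.33, adjusted p = 1.00 from limma). It was higher in all 3 pairs (exact permutation p = 0.1). WNT3 (log2 fold change -0.08, standard error 0.22, adjusted p = 1.00 from limma) did not rise, whereas WNT3A, the family member in Supplementary Table S2 and Fig. 9A, had a log2 fold change of 0.29 (standard error 0.27) on its bright probe, which 2 siGALNT1 arrays measured. The dim WNT3A probe was well above background on 0 control arrays and 1 siGALNT1 array. Its bound is at least 1.67-fold higher with siGALNT1, as the mean of the brighter group over the mean, per array, of the higher of the dim signal and the lowest signal that counts as well above background. This bound rests partly on siGALNT1 arrays that were not well above background, so the probe does not establish a rise. RHOQ fell from 3.36 ± 0.15 (SD, n = 3) to 2.51 ± 0.31 (SD, n = 3), a log2 fold change of -0.85 (standard error 0.26, adjusted p = 1.00 from limma), and was lower in all 3 pairs (exact permutation p = 0.1). The other RHOQ probes had log2 fold changes between -0.87 and -0.59. The brightest MDM2 probe had no value in HA22T siControl because its spots were flagged as non-uniform. The next one had a log2 fold change of -0.40 (standard error 0.25, adjusted p = 1.00 from limma), lower in 3 of 3 pairs, and the remaining ones -0.54 and -0.49. Of the 12 genes of Fig. 9A, 11 changed on the arrays in the direction that real-time RT-PCR shows, and none (0) of these probes had an adjusted p below 0.05. The paper took these genes from a list chosen on these arrays, so the shared direction is not independent evidence. TMSB10 (log2 fold change -0.76), TBCK (-0.76), RAB22A (-0.71) and FGF8 (-0.67, with 2 siGALNT1 arrays) fell most among the other genes. EMP2 had a log2 fold change of -0.26 on its brightest probe and -0.65 on the other. ITSN1 changed by -0.19 on its brightest probe, and by -0.31 to -0.027 when single arrays were left out. Its other probes disagreed, with log2 fold changes of -0.70 and 0.56. GDI2 changed by 0.13, and by -0.025 without HA22T siControl replicate 3. SPTBN4 had a log2 fold change of -0.28 on a dim probe that 2 control arrays and 1 siGALNT1 array measured well above background. It was 0.13 after normexp background correction. The other SPTBN4 probe with values in both groups, the only one with which the gene met the criterion, was well above background on 0 control arrays and 1 siGALNT1 array. It was higher in 3 of 3 pairs (exact permutation p = 0.1), but the bound on its fold change was under 1, so no fold is given.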

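On the PLC5 arrays, SPTBN1 had a log2 value of -2.16 ± 0.20 (SD, n = 3) with siControl and -1.49 ± 0.13 (SD, n = 3) with siGALNT1, a log2 fold change of 0.67 (standard error 0.39, adjusted p = 1.00 from limma). The standard error shares its spread with HA22T, where the SDs of this probe were 0.78 and 0.54. The methods' t-test on PLC5 alone gave an unadjusted p of 0.0080. Every siGALNT1 array lay above every control array (exact permutation p = 0.1). The other SPTBN1 probe was dim, well above background on 1 array of each group, and changed by -0.18 (standard error 1.07). SMAP1 had a log2 fold change of 0.02 (standard error 0.28, adjusted p = 1.00 from limma), far within the spread between replicates, and it ranged from -0.13 to 0.22 when single arrays were left out. LRP5 fell from 2.38 ± 0.18 (SD, n = 3) to 1.76 ± 0.25 (SD, n = 3), a log2 fold change of -0.62 (standard error 0.26, adjusted p = 1.00 from limma, exact permutation p = 0.1). IAPP had a log2 fold change of -0.79 (standard error 0.57, adjusted p = 1.00 from limma) and was lower in 3 of 3 pairs. GRM5 was dim. Its brighter probe was well above background on 1 control array and 1 siGALNT1 array and changed by -1.02 (standard error 0.77), too dim to be counted. The other probe was above background on 0 control arrays and 1 siGALNT1 array, with a bound on its fold change under 1, so no fold is given. DENND2A had a log2 fold change of 0.11 (standard error 0.31, adjusted p = 1.00 from limma), within the spread between replicates. The only VAV1 probe was flagged as non-uniform on all 12 arrays and so had no value. With flagged spots kept, it had a log2 fold change of -1.11 (standard error 0.31, exact permutation p = 0.1). In HA22T the change of this flagged probe was -1.11 as well. Among the other genes of Fig. 9B, HDAC5 (0.84), GATA3 (0.71) and TET1 (0.26) had positive log2 fold changes and MYADM fell by 0.98, with 2 control arrays. The other MYADM probe, with 3 arrays in each group, changed by -1.05 (standard error 0.36, exact permutation p = 0.1). TET1 changed by -0.26 without PLC5 siGALNT1 replicate 3. Of the 10 genes of Fig. 9B with a value, 9 changed in the direction of the real-time RT-PCR, and 0 had an adjusted p below 0.05. These genes, too, came from a list chosen on the same arrays, so this tally is not independent evidence.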

In PLC5 cells, genes regulating actin filament polymerization (SPTBN1) and RasGTPase activity (SMAP1) were up-regulated; and genes regulating cell surface receptor signaling (LRP5, GRM5, and IAPP) and RasGTPase activity (VAV1 and DENND2A) were down-regulated.

**Figure 8:**
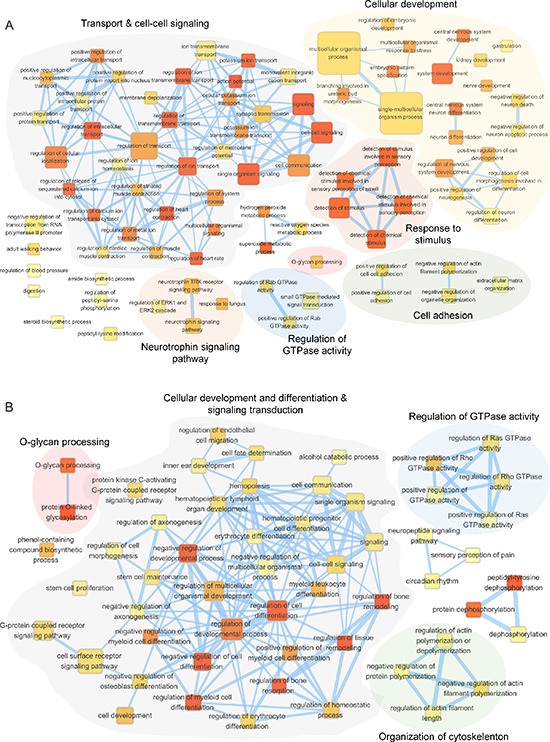
Functional maps of differentially expressed genes upon GALNT1 knockdown in HCC cells Enrichment results of *GALNT1* knockdown HA22T **(A)** and PLC5 **(B)** cells were mapped as networks. A node and each edge represent each enriched gene set (*p* < 0.05) and gene overlap score between nodes passing a threshold (threshold = 0.6), respectively. Node color encodes the enrichment *p*-value (red: low; yellow: high). The node size is proportional to the number of genes belonging to the corresponding gene set. The edge thickness is proportional to the overlap score. Groups of functionally related gene sets are highlighted in colors and as labeled.

**Figure 9:**
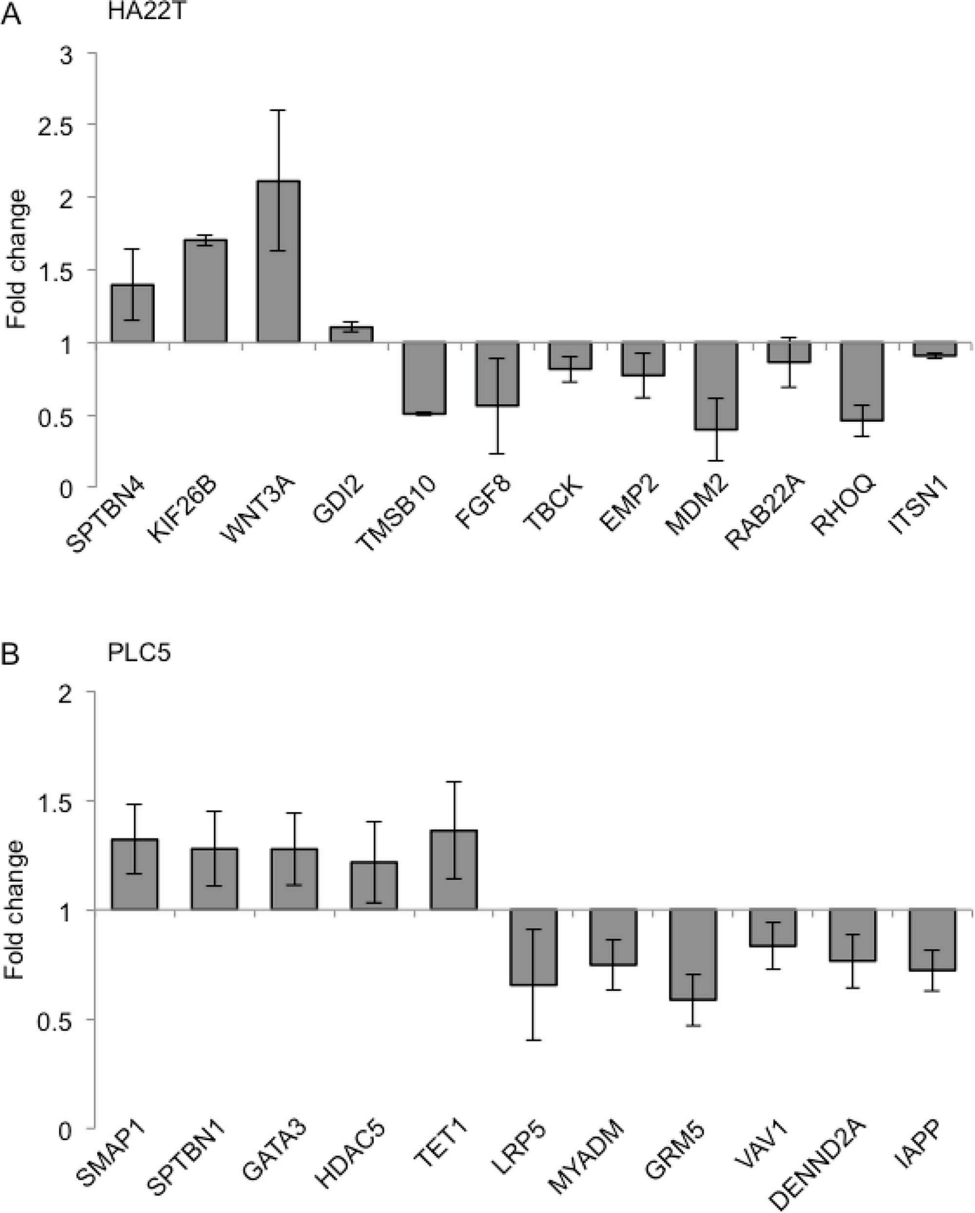
Quantitative RT-PCR validation of microarray results Differential expressions (fold change) of selected genes upon *GALNT1* knockdown in HA22T **(A)** and PLC5 **(B)** cells compared with control. Values greater than 1 represent gene up-regulation and values less than 1 represent gene down regulation. Results were analyzed from three independent *GALNT1* knockdown HA22T and PLC5 cells and their corresponding control and are presented as mean ± SD.

## DISCUSSION

GALNT1 plays important roles in the biosynthesis of O-glycans. Aberrantly expressed O-glycans have been reported in many cancers; however, the roles of GALNT1 in cancers remain largely unclear. In this study, we found that GALNT1 expression level is commonly up-regulated in HCC; and higher *GALNT1* level is associated with poor HCC patient survival. We discovered that GALNT1 overexpression enhances HCC cell migration and invasion. In contrast, knockdown of GALNT1 suppresses HCC malignant phenotypes *in vitro* and *in vivo*. Mechanistic investigation suggests that GALNT1 modifies EGFR O-glycosylation, thereby, regulating EGFR phosphorylation, internalization and degradation, which in turn modulates HCC cell malignant behaviors. This study is the first to report that GALNT1 plays important roles in HCC malignant behaviors.

Here, we show that GALNT1 can modify EGFR O-glycosylation in HCC cells. Unexpectedly, in the absence of benzyl-α-GalNAc treatment, GALNT1 knockdown resulted in increase of VVA binding to Tn antigens on EGFR. To explain this phenomenon we postulate that GALNT1 may be a GalNAc-transferase in HCC that initiates mucin-type O-glycosylation designated for further complex carbohydrates biosynthesis. Thus, knockdown of GALNT1 expression reduces complex O-glycans formation, but results in increased exposure of Tn antigens that are otherwise masked by steric hindrance. Indeed, when cultured in presence of benzyl-α-GalNAc to block O-glycan extension and branching, GALNT1 knockdown in both HA22T and PLC5 cells display reduced levels of Tn antigen on EGFR compared with control, regardless of the removal of sialic acids. We therefore conclude that GALNT1 is able to add GalNAc to EGFR in HCC cells.

EGF and EGF receptor activation have been shown to be involved in the development and progression of many cancers. Transgenic mice with liver-specific overexpression of EGF lead to rapid development of HCC [23, 24]. EGF-induced EGFR signaling regulated HCC proliferation, metastasis and production of inflammatory cytokine [25]. EGFR phosphorylation and protein levels are involved in EGFR signaling at very early and later stage, respectively. EGF binding to cell membrane EGFR triggers EGFR conformational change to allow homodimerization with another EGFR or heterodimerization with another ErbB family and then induces receptor activation followed by subsequent receptor internalization to the early endosome. In the early endosome, EGFR is either recycled back to the cell surface or sorted to the late endosome/lysosome for degradation in termination of signal transduction [26–28]. Several studies have shown that EGFR is capable of recruiting signaling molecules and transmit signals from endosome [29–32], however, a recent study reports that EGFR signaling takes place primarily at the plasma membrane and the function of EGFR internalization is to terminate signals induced by EGF binding to plasma membrane EGFR [33]. In this study, we demonstrate that at 1 min upon EGF binding GALNT1 knockdown decreased EGFR autophosophorylation, however, no significant effects of GALNT1 knockdown on EGFR dimerization were observed (data not shown). These results suggest that GALNT1 modulates EGFR O-glycosylation that confers EGFR conformation to a less active form rather than affecting the receptor dimerization, thereby regulates EGFR signaling at the phosphorylation level. We further found that, at a later time point, GALNT1 knockdown facilitated EGFR internalization and enhanced receptor degradation that is independent of the ubiquitylation pathway (data not shown) with an overall decrease in the protein levels of EGFR. These studies indicate that correct O-glycosylation is required in regulating the total EGFR protein levels on plasma membrane and its subsequent signal transduction. Therefore, we suggest that GALNT1 regulates EGFR phosphorylation and protein levels by modulating EGFR O-glycosylation and in turn regulates malignant behaviors of HCC cells.

We have previously reported that GALNT1 and GALNT2 are the two major polypeptide GalNAc-transferases in liver and HCC tissues; and overexpression of GALNT2 suppresses EGF-induced EGFR activation and enhances EGFR degradation [12]. In contrast, here we report that knockdown of GALNT1 suppresses EGF-induced EGFR phosphorylation, accelerates EGFR internalization, and enhances EGFR degradation. Although both GALNT1 and GALNT2 are polypeptide GalNAc-transferases, yet they have overlapping but distinct peptide substrate specificities [8]. In support of this finding, both GALNT1 and GALNT2 can glycosylate EA2 peptide, but only GALNT2 can glycosylate Apo C-III peptide [34]. Using the NetOGlyc4.0 O-glycosite prediction tool, we found 17 potential O-glycosites on the extracellular domain of EGFR. It is likely that GALNT1 and GALNT2 glycosylate different EGFR O-glycosites. Hence, the effects of GALNT1 and GALNT2 on EGFR glyco-phenotypes and EGFR properties, such as phosphorylation and degradation, manifest differently. Thus it is of great interest to further investigate the roles of GALNT1 and GALNT2 on each O-glycosite and the effects of each O-glycosylation on the properties of EGFR.

Cancer development and progression is a concerted effect of multifaceted contribution. Growth factors may be individually or simultaneously present in the microenvironment of tumors to exert their actions on cancer malignant behaviors. We demonstrate that GALNT1 overexpression enhances whereas knockdown suppresses HCC cell migration and invasion under the effects of 10% FBS. To unveil the underlying mechanism, the effects of several growth factors on HCC cell migration and invasion were analyzed. We found that knockdown of GALNT1 most significantly suppressed EGF-induced migration and invasion of HCC cells. However, in addition to EGF, knockdown of GALNT1 also significantly suppressed PDGF-induced invasion in HA22T cells and VEGF-induced invasion in HA22T and PLC5 cells. These results suggest that GALNT1 regulates HCC cell malignant behaviors most explicitly through the EGF pathway, but also through other growth factor signaling pathways. Indeed, in consistent with our findings *in vitro*, global gene expression analysis reveals that many functionally related genes associated with cell signaling, cell adhesion and motility, and protein transport and recycling were differentially expressed upon *GALNT1* knockdown in HA22T and PLC5 cells. *GALNT1* knockdown also resulted in differential expression of genes functionally related to development and differentiation. It is worthy to further study the effects of GALNT1 on cellular development and differentiation.

In summary, GALNT1 is frequently up-regulated in HCC compared with normal liver and higher *GALNT1* expression level is associated with poor five-year patient survival. Overexpression of GALNT1 enhances HCC cell malignant phenotypes but knockdown of GALNT1 suppresses HCC cell migration and invasion, and inhibits tumor metastasis in NOD/SCID mouse model. Furthermore, GALNT1 knockdown reduces O-glycan expressions on EGFR, decreases EGFR activation, and enhances EGFR degradation. These findings suggest that GALNT1 is a regulator of HCC malignant behaviors and may be a promising target of therapeutic drug development in the treatment and management of HCC.

## MATERIALS AND METHODS

### Human tissue samples

Postsurgical fresh HCC and adjacent non-tumor (paired) tissue samples were collected from patients receiving treatment at the National Taiwan University Hospital (NTUH). Samples to be used for protein extraction were stored at –80°C and for RNA extraction samples were preserved in RNA*later* (Qiagen Corp.) at 4°C overnight prior to storage at –80°C until use. For immunohistochemical analysis, samples were fixed with 4% (w/v) paraformaldehyde/PBS and embedded in paraffin until use. All tissues were collected under the consents of each patient prior to collection and this study was conducted under the approval of NTUH Ethics Committee.

### Cell lines and cell culture

Human hepatocellular carcinoma cell lines skHep1, HepG2 and Huh7 were purchased from Bioresource Collection and Research Center (Hsinchu, Taiwan) in 2008. Hep 3B, HA22T, and PLC5 were kindly provided by Dr. KF Chen (Department of Medical Research, NTUH) in 2013. All cell lines were authenticated by the provider on the basis of morphology, antigen expression, growth, DNA profile, and cytogenetics. Cell cultures were maintained with Dulbecco's modified Eagle Medium (DMEM) containing 10% FBS at 37°C under 5% CO_2_ atmosphere.

### Reagents and antibodies

Biotin-conjugated *Vicia villosa* agglutinin lectin (VVA) was purchased from Vector Laboratories. Actin beta and recombinant epidermal growth factor (EGF), fibroblast growth factor (FGF), hepatocyte growth factor (HGF), and insulin growth factor-I (IGF-1) and were obtained from Sigma. Platelet derived growth factor (PDGF) was purchased from PepproTech. Transforming growth factor beta (TGFβ) and antibodies against epidermal growth factor receptor (EGFR), phosphorylated EGFR (Tyr1068), and EGFR (Alexa594) employed in immunofluorescence were obtained from Cell Signaling Technology, Inc. Antibodies against EEA1 employed in immunofluorescence and EGFR in immunoprecipitation (IP) were obtained from Santa Cruz Biotechnology, Inc. Antibody against LAMP1 was purchased from BD Biosciences. Rabbit anti-human GALNT1 antibody was produced in-house. Briefly, human partial *GALNT1* (NM_020474) gene from HEK293 cells was obtained by RT-PCR using sense primer 5′-CGGGATCCTGCAACAAATGTGATGAAAA-3′ and antisense primer 5′-GGAATTCTTGTTCCATTCGAATT ACAT-3′. PCR products were cloned into pET30a (Novagen, Madison, WI) in generating GALNT1 recombinant proteins in BL21 *Escherichia coli*. Anti-human GALNT1 polyclonal antibody was raised by immunizing rabbits with GALNT1 recombinant proteins. The anti-serum was subjected to PVDF membrane for purification of anti-human GALNT1 antibody.

### cDNA synthesis and real-time RT-PCR

Total RNA from paired HCC tissues was extracted with TRIzol (Invitrogen) according to the manufacturer's protocol. Two micrograms of total RNA were transcribed into cDNA using Superscript III First-Strand cDNA Synthesis Kit (Invitrogen). *GALNT1* was quantified by real-time RT-PCR as described previously [9] using PCR System Mx3000P (Stratagene) with sense primer 5′-ATGGCCCAGTTACAATGCTC-3′ and anti-sense primer 5′-ATATTTCTGGCAGGGTGACG-3′ designed by Primer3 (v.0.4.0) algorithm. The relative quantity of gene expression was analyzed with MxPro Software (Stratagene) normalized to *GAPDH* expression.

### Immunohistochemistry

Paraffin-embedded HCC paired tissues were stained with anti-GALNT1 antibody, detected by Super Sensitive Link-label Immunohistochemistry Detection System (BioGenex), and visualized with 3,3-diaminobenzidine liquid substrate system (Sigma). Tissue sections were counterstained with haematoxylin for staining of nucleus. Negative control was done by replacing primary antibody with control IgG.

### Plasmid construction

Full-length human *GALNT1* from non-tumorous liver was cloned by using RT-PCR with sense primer 5′-CCCAAGCTTGGGCCATGAGA AAATTTGCATA-3′ and antisense primer 5′-CGGGATCCCTCAGA ATATTTCTGGCAGGG-3′. The RT-PCR products were cloned into pcDNA3.1A (Invitrogen, Life Technologies) to generate pcDNA3.1A/*GALNT1* gene and confirmed by DNA sequencing.

### Transfection

Overexpression of *GALNT1* gene was achieved by transfection of vector/pcDNA3.1A or *GALNT1/*pcDNA3.1A plasmids using Lipofectamine 2000 (Invitrogen, Life Technologies) according to the manufacturer's protocol. Cells stably expressing GALNT1 were selected and maintained with 400 μg/ml of G418. Stable knockdown of *GALNT1* gene was achieved by transfection of vector/pLKO (mock) or *GALNT1*/pLKO short hairpin RNA (shRNA) purchased from the National RNAi Core Facility of Academia Sinica (Taiwan) with Lipofectamine 2000 and selected and maintained with 2 μg/ml puromycin. Knockdown of GALNT1 with small interfering (si) RNA was achieved using 10 nM of SMARTpool siRNA oligonucleotides against *GALNT1* (Dharmacon Reseasrch, Thermoscientific) with RNAiMAX (Invitrogen, Life Technologies). Non-targeting siRNA was used as control.

### *In vivo* metastasis assay

Female NOD/SCID mice (4-week old) (National Laboratory Animal Center, Taiwan) were tail vein injected with 5 × 10^6^ of control (*n* = 6) or GALNT1 (*n* = 6) stable transfectants and were sacrificed after 60 days of injection for analysis of metastatic nodules. The animal study was reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of National Taiwan University College of Medicine.

### Transwell migration and matrigel invasion assays

Cells (3 × 10^4^) in serum free DMEM were loaded into the upper chamber and serum free DMEM (SF) with or without 10% FBS or EGF, FGF, HGF, IGF-1, PDGF, TGFβ, and VEGF were loaded to the lower chamber of the transwell migration or BioCoat Matrigel Invasion Chamber (Beckton Dickinson) systems. Cells were serum starved overnight prior to seeding and after 16 hours of migration and invasion cells were fixed and stained with 0.5% (w/v) crystal violet (Sigma). The number of migrated or invaded cells from 5 random fields was counted under the microscope. Results obtained were analyzed by student's *t*-test and graphed as mean ± SD.

### Internalization of EGFR and immunofluorescence microscopy

Cells were seeded on chamber slides and serum starved overnight prior to EGF 10 ng/ml stimulation for 0, 3, 5, 10, 15, and 30 min at 37°C under 5% CO_2_ atmosphere. After rinsing with PBS and fixation with 4% paraformaldehyde cells were immunostained with primary antibodies EGFR Alexa594, EEA1, and LAMP1, followed by FITC-conjugated goat anti-rabbit IgG as secondary antibody and counterstaining of nucleus with DAPI (Sigma).

### Immunoprecipitation and western blotting

Total cell lysates from cells pre-treated with or without benzyl-α-GalNAc were immunoprecipitated with protein G sepharose beads (GE Healthcare) conjugated with EGFR immunoprecipitation specific antibody, incubated at 4°C over night then subjected to neuraminidase enzyme digestion and visualized by Western blotting with biotin-conjugated VVA as described previously [12].

### Gene expression profiling and quantitative RT-PCR validation

Total RNA from control and GALNT1 siRNA knockdown HA22T and PLC5 cells was extracted in triplicates using GeneJET RNA Purification kit (Thermo Scientific) following the manufacturer's protocol and quantified by NanoDrop spectrophotometer (Bio-Rad). The RNA quality was monitored with Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). cDNA prepared from 10 μg of total RNA was labeled with aa-dUTP using Invitrogen SuperScriptTM Plus Indirect cDNA Labeling System according to the manufacturer's protocol, followed by aa-cDNA column purification (QIAGEN, Valencia, CA). Alexa/CyDye was incorporated to aa-cDNA followed by column purification with Alexa/CyDye-cDNA cRNA purification (Qiagen). DNA yields were confirmed by 1% DNA agarose gel and visualized with Fuji image reader at 600V PMT. Agilent Gene Expression Hybridization Kit was used for hybridization according to the manufacturer's instruction. Briefly, 16 ul of dye labeled cDNA were hybridized to Agilent SurePrint G3 Human Gene Expression 8x60K v2 Microarray (G4851B). The microarrays were scanned on the Agilent DNA Microarray Scanner (US9230696) using one color scan setting for 8x60k array slides. The scanned images were analyzed with Feature Extraction Software 10.5.1.1 (Agilent). Features flagged in Feature Extraction as Feature Non-uniform outliers were excluded. Quantitative RT-PCR of selected genes expression was performed for validation as described above. The primers were designed with Primer3 (v.0.4.0) algorithm with the sequences freely available from the Entrez Nucleotide database. The list of primers is provided in Supplementary Table S3. All microarray experiments were performed in triplicates where three hybridizations were conducted for each *GALNT1* knockdown cells against the corresponding control. The microarray data were deposited in the GEO database, accession number GSE64628.

### Functional enrichment and network analyzes

The differentially expressed genes (fold-change > 1.5 and *p* < 0.05) were annotated based on gene sets. Gene sets are defined as groups of genes with related functions and derived from Gene Ontology. We used Fisher's exact test to assess if a gene set is enriched in differentially expressed genes. To simply interpret the results, enriched gene sets (*p* < 0.05) were organized graphically into a network, where a node and an edge represent each gene set and gene overlap between sets, respectively [35]. The gene overlap was scored by the arithmetic average of Jaccard coefficient $\text{JC}=\frac{\left|A\cap B\right|}{\left|A\cup B\right|}$ and Simpson coefficient $\text{SC}=\frac{\left|A\cap B\right|}{\min\left(\left|A\right|,\left|B\right|\right)}$ in which *A* and *B* are two gene-sets. An edge with an overlap score passing a threshold was presented in the networks. The networks were visualized by Cytoscape [36].

### Statistical analysis

Student *t*-test, paired *t*-test, Pearson's correlation for paired HCC tissues, and 2-way ANOVA were used for statistical analysis. Data are presented as means ± SD and *p* < 0.05 was considered statistically significant.

## SUPPLEMENTARY FIGURES AND TABLES

# Supplementary material for: Knockdown of GALNT1 suppresses malignant phenotype of hepatocellular carcinoma by suppressing EGFR signaling
**Source:** Oncotarget. 2015 Feb 4;6(8):5650–65. doi: 10.18632/oncotarget.3117
**Supplement:** Supplementary file 1

## SUPPLEMENTARY FIGURES AND TABLES

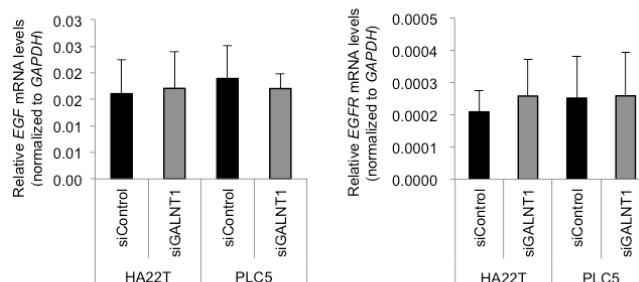

**Supplementary Figure S1: *EGF* and *EGFR* mRNA expression levels upon *GALNT1* knockdown.** No significant difference in the *EGF* and *EGFR* mRNA expression levels in *GALNT1* knockdown HA22T and PLC5 cells compared with control. Results were obtained from three independent *GALNT1* knockdown transfectants and their corresponding control and are represented as means  $\pm$  SD.

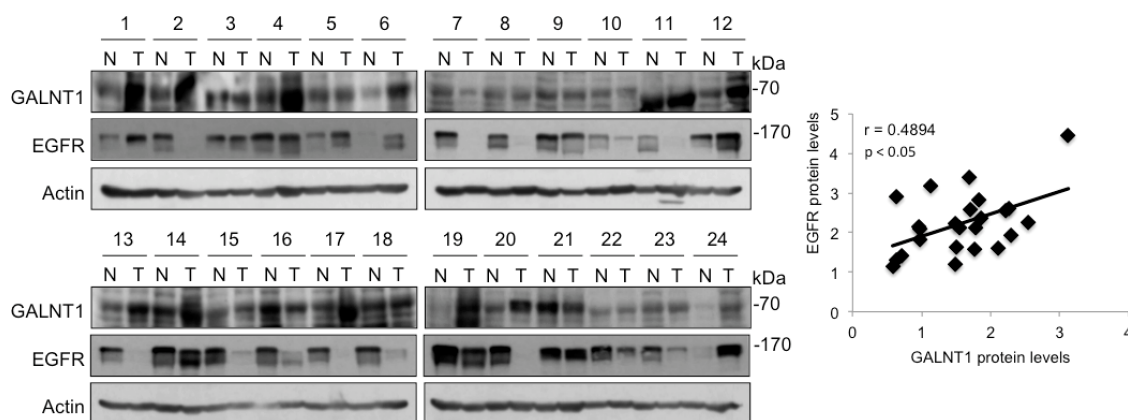

**Supplementary Figure S2: *GALNT1* expression is correlated with *EGFR* expressions in HCC tumors.** Western blot of 24 paired HCC tissues displaying *GALNT1* and *EGFR* expression levels (left panel). Pearson's correlation analysis indicates *GALNT1* expression levels are moderately correlated with *EGFR* expression levels in HCC tumors ( $r = 0.4894$ ,  $p < 0.05$ ) (right panel).

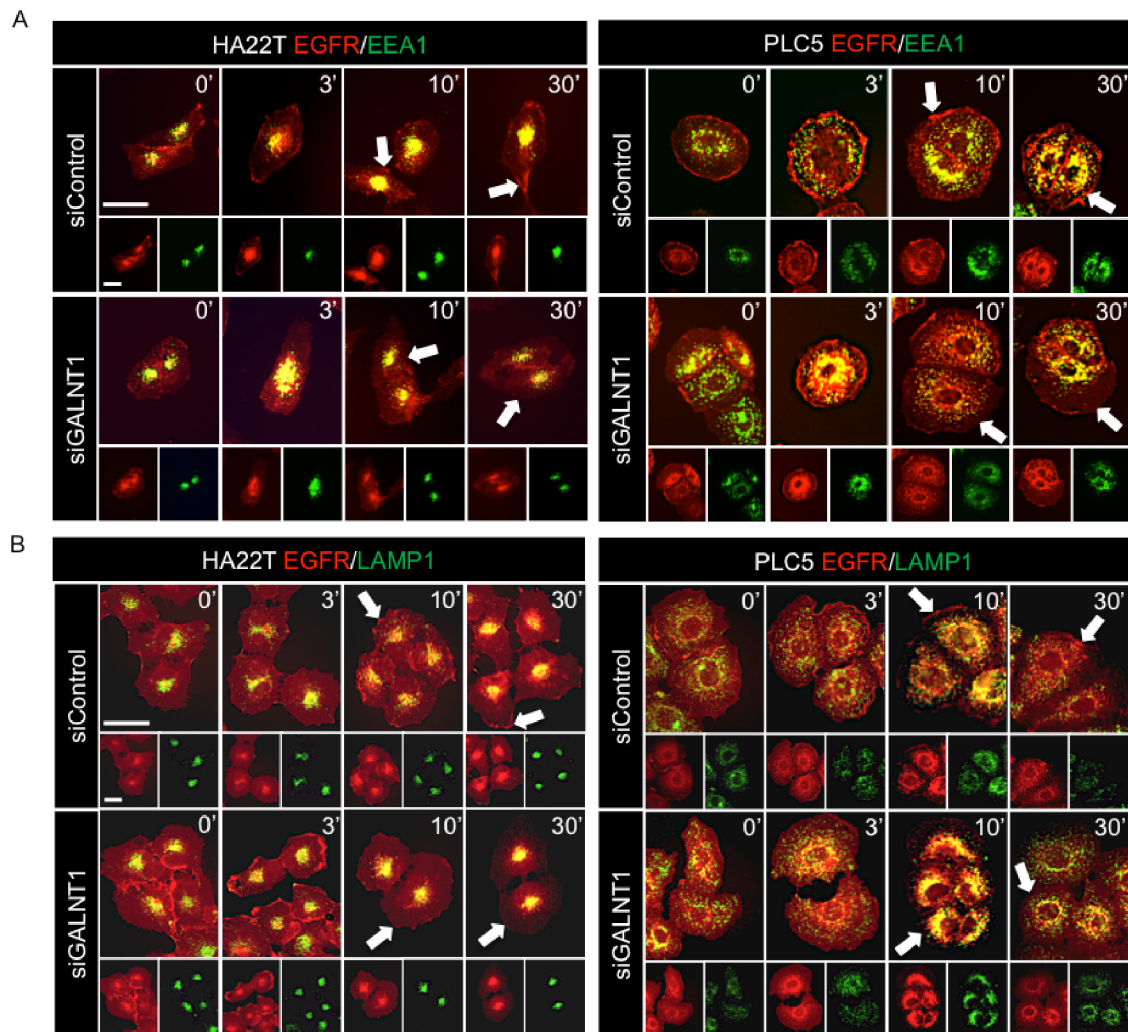

**Supplementary Figure S3: GALNT1 knockdown enhances EGFR internalization and enhances reduction of total EGFR.** (A) Immunofluorescence staining of EGFR (red), EEA1 (green) and co-localization (yellow) in HA22T (left panel) and PLC5 (right panel) cells. (B) Immunofluorescence staining of EGFR (red), LAMP1 (green) and co-localization (yellow) in HA22T (left panel) and PLC5 (right panel) cells. Cells were serum starved overnight and stimulated with EGF 10 ng/ml at 0, 3, 10, and 30 min. Staining of cell surface EGFR diminishes over time (arrow) in GALNT1 knockdown cells compared with control most evident at 10 min after EGF stimulation and with a persistent decrease in total EGFR at 30 min in GALNT1 knockdown cells compared with control.

**Supplementary Table S1: HCC patient information**

| Variable           | No. of patients ( <i>n</i> = 151) | Percentage (%) |
|--------------------|-----------------------------------|----------------|
| Age                |                                   |                |
| Mean               | 57.9                              |                |
| Max                | 89                                |                |
| Min                | 24                                |                |
| Gender             |                                   |                |
| Male               | 116                               | 76.8           |
| Female             | 35                                | 23.2           |
| Clinical grade     |                                   |                |
| I                  | 20                                | 13.2           |
| II                 | 128                               | 84.8           |
| III                | 2                                 | 1.3            |
| IV                 | 1                                 | 0.7            |
| HBV                | 114                               | 75.5           |
| HCV                | 44                                | 29.1           |
| Distant metastasis | 17                                | 11.3           |
| Vascular invasion  | 50                                | 33.1           |
| Survival months    |                                   |                |
| Mean               | 43.5                              |                |
| Max                | 83.7                              |                |
| Min                | 0                                 |                |

**Supplementary Table S2: Differential expression of selected genes in GALNT1 knockdown HA22T and PLC5 cells**

**Supplementary Table S3: Real-time RT-PCR primer sequences**

| Gene name      | Sense primer          | Antisense primer      |
|----------------|-----------------------|-----------------------|
| <i>SPTBN4</i>  | AGCCTGTACTGTGTGCTTAG  | AGACGAGATGTGTCAGGTCC  |
| <i>KIF26B</i>  | GAGGCGACCAAACAGTATCT  | CTCCTTCCACGGTGTGTTGAC |
| <i>WNT3A</i>   | GACCTGGTCTACTACGAGGC  | TGCCTTCAGGTAGGAGTTCT  |
| <i>GDI2</i>    | CTACGGAGGAGAGAGTGCAT  | ACAAAGCTCCCTTCAGTCAC  |
| <i>TMSB10</i>  | AACCAGACATGGGGGAAATC  | TGCTCAATGGTCTCTTTGGT  |
| <i>FGF8</i>    | GGTGTCTCCCAACAGGTAAC  | AGCACAATCTCCGTGAAGAC  |
| <i>TBCK</i>    | CGCTGAAATGGGAGCCTTTA  | ACGAGGGATACCTCACAGG   |
| <i>EMP2</i>    | GCGGCCTCCATTATACAGA   | TGCTGGATTTTGTGCTGTGTC |
| <i>MDM2</i>    | CTTCGGAACAAGAGACCCTG  | GAGTCCGATGATTCTGCTG   |
| <i>RAB22A</i>  | GTATTGTGTGGCGGTTTGTG  | TACATTGGTGCTAAGGCACG  |
| <i>RHOQ</i>    | TGGGTACCGGAACCTTAAGGA | TTTCCTTGGCCACTGAAGAT  |
| <i>ITSN1</i>   | TCACTATCCAGCCAGGAGAC  | GCTCTGAAGAGGTTACTGCC  |
| <i>BCAR1</i>   | ACAGCAAGTTCGTCATCCTC  | CGACTCTTGACATGGGAGC   |
| <i>FGD5</i>    | GTGGAGATACGAGAGAGGCT  | CTTACACCGGCTGAGATAGC  |
| <i>SMAP1</i>   | CAGCACCAGCTCATCCTATC  | CTGTTCTGCTGTCCATTGGT  |
| <i>SPTBN1</i>  | GATCGACAAGTGGAAGACC   | TGGTAGGTTTGAGAGCGGTA  |
| <i>GATA3</i>   | GAAGGCAGGGAGTGTGTGAA  | AGCTTGTAGTAGAGCCCACA  |
| <i>HDAC5</i>   | GTTGAGATCACAGGTGCCG   | GACGTGTAGAGGCTGAACTG  |
| <i>TET1</i>    | CGAAGCACCTCTCTTAGCAG  | TGTCTTGCATTGGAACCGAA  |
| <i>LRP5</i>    | CCCCTCAATTTTCATAGCCCC | GTTCAGGATCGGCGGGTA    |
| <i>MYADM</i>   | CTCTCGGCCTCCATCATCTA  | TAGAGGGGCCAGAGAACAAG  |
| <i>GRM5</i>    | CCAGAATGAGAAGAGCAGCC  | GTGGACAGCATCATGGAGTT  |
| <i>VAV1</i>    | ATAACGTCGAGGTCAAGCAC  | GCCTGCTGATGGTTCTCTTT  |
| <i>DENND2A</i> | TGGTGTCTGAAGCCTTTGTC  | GGAAGTTTTCCCTTGAGGCT  |
| <i>LAPP</i>    | GCAACAACCTTGGTGCCATT  | GGGCAAGTAATTCAGTGGCT  |
| <i>EGF</i>     | CTGGACCCACCACACCAAAT  | GTGCAATCACACCAAGAGGG  |
| <i>EGFR</i>    | TAACAAGCTCACGCAGTTGG  | GTTGAGGGCAATGAGGACAT  |
| <i>GAPDH</i>   | ACAGTCAGCCGCATCTTCTT  | GACAAGCTTCCCGTTCTCAG  |

How the deposited data were processed for this re-analysis (not part of the article)

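RNA from HA22T and PLC5 cells treated with siControl or siGALNT1 (10 nM, 48 h) was measured on 12 one-color arrays, 3 per group. The authors labeled cDNA, scanned the arrays and analyzed the images with Feature Extraction software. The intensity values that the authors deposited are the processed signal, from which the software had subtracted the background, and the median brightness of each spot and of its surroundings, together with flags for each spot. The authors also deposited a table of log2 values per probe. The 75th percentile of each of its columns lies at about 0, so the authors appear to have scaled each array by that percentile, although the paper's text does not name this step. Spots flagged as non-uniform are still in the array files, and the methods of the paper exclude them.

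From the processed signal, log2 values relative to the 75th percentile of each array were computed. Control spots and non-uniform outliers were left out, and spots of a probe were averaged, which gave 50599 probes. Probes were named through their RefSeq transcript accessions, without versions, in a table of the assembly GRCh38.p14, and 28174 of the 50599 probes matched. The array design was annotated on an older genome build, so no coordinates were used. The 4 groups were fitted together with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without covariates, and the prior for the spread was estimated over all probes. A probe was counted in a cell line when it was well above background on at least 3 of its 6 arrays. Benjamini-Hochberg adjustment was applied within the counted probes, with 0.05 as the threshold. The criterion of the paper, a fold change of at least 1.5 and an unadjusted p below 0.05, was applied to the same fit. The statistics section of the paper lists several tests without saying which was used for the arrays, and Student's t-test was taken as the methods' t-test. A gene was read from its brightest probe by the mean over the 12 arrays. This rule was narrowed after the data were seen to probes with a value in every group, because the brightest probe of 416 genes had no value in some group. On all 12 arrays, 61 probes were flagged, and 992 probes had no value in a HA22T group and 233 none in a PLC5 group. Tallies of Supplementary Table S2 took any probe of a gene, with no filter on dim probes, because the paper does not name its probes.

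Exact permutation tests over 3 against 3 arrays were two-sided and cannot go below 0.1. Lists of genes for MAPK pathway activity, the interferon response, endoplasmic reticulum stress and the cell cycle, fixed before the data were examined, were tested in each cell line with limma's camera (preset correlation 0.01) and with fry, as 8 tests adjusted together. Where a probe was not above background on any array of a group, only a bound on its fold change was given. Genes were named by a rule set before the data were examined. It covers GALNT1, EGF, EGFR and GAPDH, every gene of Fig. 9 and WNT3, genes of Supplementary Table S2 and of the GALNT family with an adjusted p below 0.05, the probes with the largest changes among those with an adjusted p below 0.05, and genes with an adjusted p below 0.05 in the same direction in both lines. Other genes that are named were chosen after their values were seen.

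The fit was tested on simulated arrays with the probe means of each cell line and the spread of the fit, in which 200 of 36327 probes were changed in HA22T. At an adjusted p below 0.05 it recovered 4% of probes changed by 1 on the log2 scale, 60% of those changed by 2, 90% of those changed by 3 and 100% of those changed by 5, with 2 false calls among 129. The simulated noise was independent between arrays and did not grow when a probe became dim, so these rates need not hold for the real arrays. There the brighter GALNT1 probe did not pass at -5.10 in HA22T or at -3.72 in PLC5, while the dimmer one passed in HA22T at -4.75. Between 36679 and 48873 of 58717 spots per array were well above background, and the correlation between replicates over probes well above background on all 12 arrays was 0.968 to 0.988.

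Replicate numbers were checked for pairing. In HA22T the deviations of same-numbered siControl and siGALNT1 arrays from their group means had correlations of 0.526, 0.264 and 0.338, each above the limit of 0.1 set for pairing, so the blocked counts of HA22T are given beside the others. This pairing comes from the values, as the paper and the sample labels give only the replicate numbers. Counts of pairs match arrays by replicate number in both lines. In PLC5 the numbers did not all meet the limit, so its counts of pairs only compare same-numbered arrays.

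The alternatives tried were normexp background correction (offset 50), quantile normalization, median scaling, the deposited log2 table, no filter on dim probes, a filter that asks for all 6 arrays, keeping non-uniform spots, leaving out population outliers, the slide or the replicate number as a block, each cell line fitted alone, eBayes with a trend, the methods' t-test, the mean over all probes of a gene, and each array left out in turn. The files hold no mean spot signal, so normexp used the median spot brightness in place of the mean named in the plan. Normexp, quantile normalization, median scaling and the deposited table kept the set of counted probes. After the data were seen, 5 alternatives were added: a prior from counted probes only, which an exploratory fit had used, array weights, the deposited table with the methods' t-test or with a paired t-test, and a common floor for all arrays. The enrichment analysis of Fig. 8 was not repeated, as its gene sets were not used here.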

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

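The alternatives with a prior from counted probes, array weights, the deposited table with a t-test and the common floor were chosen after seeing the data, and the others were set before the data were examined. Unless a setting shows it by its construction, the cause of a change was not tested.

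The count of probes whose change differs between the cell lines was 0 under all alternatives that give it. Each cell line fitted alone and the t-tests cannot give it. The tallies of genes changed in the direction of Supplementary Table S2 or Fig. 9 stayed within 1.5 times under every alternative, from 83 to 98 and from 10 to 12 in HA22T and from 17 to 22 and from 8 to 9 in PLC5 over those set beforehand. EGFR in PLC5 kept its direction throughout (0.21 to 0.41 on the log2 scale). GALNT1 fell under every alternative, with log2 fold changes from -5.59 to -4.26 in HA22T and from -4.31 to -3.31 in PLC5 over those set beforehand. The filters on dim probes leave the tallies and the genes of Fig. 9 as they are, the mean over probes gives no counts of probes, and the t-tests give no test of the lists, so these have no values there.

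The normexp background correction gave 3 HA22T probes with adjusted p below 0.05 and 2 PLC5 probes with adjusted p below 0.05. GALNT1 log2 fold change in HA22T (-4.26) and in PLC5 (-3.38) passed, and 23 genes of Supplementary Table S2 met the criterion in HA22T. The MAPK pathway activity list of HA22T turned to 0.041, the HA22T endoplasmic reticulum stress list median log2 fold change to -0.0059 and the interferon response list of PLC5 to 0.069, and SPTBN4 turned to 0.13. With quantile normalization the interferon response list of HA22T (-0.47) no longer passed. With median scaling this list (-0.54) and the cell cycle list of PLC5 (0.27) no longer passed and the endoplasmic reticulum stress list of HA22T turned to -0.052. Median scaling left the median change of counted HA22T probes at -0.12, against -0.06 with the 75th percentile. With the deposited table the interferon response list of HA22T (-0.49) no longer passed and the endoplasmic reticulum stress list turned to -0.0010. As the mean over all probes of a gene, GALNT1 in HA22T (-4.93) passed, EGFR in HA22T turned to -0.12 and SPTBN4 to 0.68, which includes a probe above background on 0 control arrays.

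Without a filter on dim probes there were 1959 HA22T probes past the study's criterion and 745 PLC5 probes past the study's criterion, since more probes were tested, and the interferon response list of HA22T (-0.48) no longer passed. With all 6 arrays required, 479 and 124 probes met it, fewer being tested, 0 HA22T probes had an adjusted p below 0.05 because the GALNT1 probes are dim after knockdown, and the interferon response list (-0.48) no longer passed. With non-uniform spots kept this list (-0.48) no longer passed. The slide as a block left 0 HA22T probes with an adjusted p below 0.05, which comes from the spread shared with PLC5, since the HA22T arrays were on one slide. The replicate block also left 0 of them, with 1745 probes past the criterion, and it changed no other call. In PLC5 same-numbered arrays had correlations of 0.580, 5.8e-05 and 0.182, not all above 0.1, so the numbers are not taken as pairs although same-numbered arrays share a slide, and the block gave 711 probes past the criterion. Each cell line fitted alone left 0 HA22T probes after adjustment, gave 15 genes of Supplementary Table S2 past the criterion in PLC5, and the cell cycle list of PLC5 (0.26) no longer passed. With a trend in eBayes, 3 HA22T probes had an adjusted p below 0.05 and GALNT1 (-5.10) passed. The methods' t-test gave 325 PLC5 probes and 19 PLC5 genes of Supplementary Table S2 past the criterion.

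Of the alternatives chosen after seeing the data, the prior from counted probes gave 3 HA22T probes with an adjusted p below 0.05, and GALNT1 (-5.10) passed. Array weights gave 2 such probes, 1670 HA22T probes past the study's criterion and 1439 PLC5 probes past the study's criterion, and GALNT1 (-5.43) passed in HA22T. With them the interferon response list of HA22T (-0.46) no longer passed, the cell cycle list of HA22T turned to 0.022 and TET1 to -0.19, and PLC5 siControl replicate 3 had a weight of 9.60, so this fit leans on that array. The deposited table with the methods' t-test gave 0 HA22T probes after adjustment, 252 PLC5 probes past the criterion, and 97 HA22T and 19 PLC5 genes of Supplementary Table S2 past it. With a paired t-test the table gave 0 HA22T probes after adjustment and 229 PLC5 probes past the criterion. With a common floor, 1 PLC5 probe had an adjusted p below 0.05, and neither the interferon response list of HA22T (-0.48) nor the cell cycle list of PLC5 (0.26) passed.

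When each array was left out in turn, a group of 2 arrays remained, which shares its spread with the other groups in limma. The number of probes past the criterion ranged from 583 to 1999 in HA22T and from 316 to 1428 in PLC5, and 0 to 2 HA22T probes had an adjusted p below 0.05. Genes of Supplementary Table S2 past the criterion ranged from 30 to 61 in HA22T and from 5 to 12 in PLC5. GALNT1 in HA22T ranged from -5.59 to -4.39 and passed without PLC5 siGALNT1 replicate 1. EGF in PLC5 ranged from -0.63 to 0.093, turning without PLC5 siGALNT1 replicate 1. The correlation between the lines ranged from -0.346 to 0.028. In HA22T the interferon response list ranged from -0.62 to -0.15, the endoplasmic reticulum stress list from -0.20 to 0.23, passing without HA22T siGALNT1 replicate 1, and the cell cycle list from -0.19 to 0.024. In PLC5 the MAPK pathway activity list ranged from -0.013 to 0.073, the interferon response list from -0.19 to 0.12 and the cell cycle list from -0.023 to 0.58. Among single genes, GAPDH in HA22T ranged from -0.20 to 0.065, GDI2 from -0.025 to 0.40, TET1 from -0.26 to 0.89 and SMAP1 from -0.13 to 0.22.

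Signal over background limits these results most where probes are dim, as for EGF, GRM5, SPTBN4 and GALNT1 after knockdown.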

Differences from the paper's values

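In Fig. 9A the paper shows a fold change of about 1.4 for SPTBN4 in HA22T by real-time RT-PCR, read by eye, and the arrays gave 0.824 on the brightest measured probe. The values were within the error of each other with normexp background correction (1.09), without HA22T siControl replicate 2 (0.974) and without HA22T siGALNT1 replicate 2 (0.946). The mean over all probes of the gene (1.60) also lay within it, but it includes a probe above background on 0 HA22T control arrays, for which no fold is given, so it does not settle the difference. Under the other alternatives set before the data were examined the values differed by more than the error.

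For WNT3A in HA22T the paper's fold change is about 2.1 in Fig. 9A, read by eye, and the arrays gave 1.22. Of the alternatives set before the data were examined, only the mean over all probes of the gene (2.01) lay within the error of the paper's value. It includes a probe above background on 0 HA22T control arrays, for which only a bound on the fold change is given, so it does not settle the difference.

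For MDM2 in HA22T the paper's fold change is about 0.40 in Fig. 9A, read by eye, and the arrays gave 0.758. None of the alternatives set before the data were examined brought the values within the error, and the brightest MDM2 probe had no value in HA22T siControl.

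The text of the paper names WNT3 as up-regulated in HA22T, while its Fig. 9A and Supplementary Table S2 have WNT3A. The WNT3 probe had a log2 fold change of -0.08 and stayed below 0 under every alternative, from -0.14 to -0.02. The paper gives DENND2A as down-regulated in PLC5. Its log2 fold change here was 0.11, and it was above 0 under every alternative. As a fold change, the paper's value is about 0.77 in Fig. 9B, read by eye with an error of 0.12. The arrays gave 1.08 with a replicate SD of 0.28. The gap was larger than each of these errors alone. The array value was 1.26 without PLC5 siControl replicate 2, 1.17 without PLC5 siGALNT1 replicate 2 and 1.00 without PLC5 siControl replicate 1. The paper gives SMAP1 as up-regulated in PLC5, and its log2 fold change here was 0.02, below 0 when some single arrays were left out. Its fold change was 1.01 with a replicate SD of 0.25, against about 1.3 in Fig. 9B, read by eye with an error of 0.16. This gap, too, was larger than each error alone. For TBCK in HA22T the paper's fold change is about 0.82 in Fig. 9A, read by eye with an error of 0.09. The arrays gave 0.589 with a replicate SD of 0.078, a fall that was larger by more than these errors.

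The paper lists the genes of its table as past its criterion. The number of HA22T Supplementary Table S2 genes past the study's criterion in the listed direction was 52 of 107 here, and for PLC5 it was 9 of 29. The methods' t-test gave 78 and 19. Each cell line fitted alone gave 73 and 15. The deposited table gave 61 and 10. The deposited table with the methods' t-test, a setting chosen after seeing the values, gave 97 and 19, the most of all settings for HA22T. The replicate block gave 66 and 13, the slide block 66 and 9, and non-uniform spots kept 60 and 11. Lower HA22T counts came from median scaling (49 and 8 in PLC5), a trend in eBayes (47 and 8), the mean over all probes of a gene (44 and 8), quantile normalization (42 and 10) and normexp background correction (23 and 6). Of the settings chosen after seeing the values, the deposited table with a paired t-test gave 43 and 9 and the common floor 39 and 11. VAV1, which is in the list and in Fig. 9B, had no value here unless flagged spots were kept. TBCK stands in the PLC5 list together with TBC1D4, TBC1D22B and LLGL1, and it changed by 0.08 in PLC5.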

Other observations

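The tests that divide the HA22T genes of Supplementary Table S2 by the brightness of their probes were chosen only after the result over all of these genes was seen. The common floor was also added after the data were seen. The other tests reported here were set before their results were seen. HAGH, HTR5A, PFKFB2, EPHB4, TBC1D4, NUDT3 and GALNT8 were chosen after their values were seen.

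EGF and EGFR mRNA were measured by real-time RT-PCR in the paper (Supplementary Figure S1), which gives no significant difference after knockdown. On the arrays the brightest EGFR probe changed by 0.23 on the log2 scale in HA22T (standard error 0.23, adjusted p = 1.00 from limma, exact permutation p = 0.3) and by 0.26 in PLC5 (standard error 0.23, adjusted p = 1.00 from limma, exact permutation p = 0.1), higher in 3 of 3 pairs in each line. The HA22T value of the brightest probe ranged from 0.050 to 0.32 when single arrays were left out. A second EGFR probe, well above background on every array, changed by -0.22 in HA22T and 0.26 in PLC5, and the remaining, dim one by -0.38 and 0.72, so the probes disagree in HA22T. The probes are assigned to different EGFR transcripts, so the brightest one need not stand for the whole gene. EGF was dim. In HA22T its probe was well above background on 1 siControl array and 0 siGALNT1 arrays, and the bound on its change was under 1, so no fold is given (exact permutation p = 0.5). In PLC5 it was above background on 1 and 2 arrays and changed by -0.35 (exact permutation p = 0.6).

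Chance cannot be excluded for the counts of changed HA22T probes or of PLC5 probes past the study's criterion, since 3 arrays against 3 make 10 splits. In HA22T, 2 of 10 splits gave at least as many probes with an adjusted p below 0.05 as the real one and 6 of 10 gave at least as many past the criterion of the paper. The real split parts all 3 same-numbered pairs. Among the 4 splits that do so it had the most probes past the criterion, 1043 against 417 to 567, while the 6 splits that part 1 pair gave 519 to 3937. The largest had siControl replicates 1 and 2 with siGALNT1 replicate 1 on one side. In PLC5, 8 of 10 splits gave at least as many past the criterion. The 4 PLC5 splits that keep the replicate 1 pair, the only PLC5 arrays on their slide, on one side gave 1289, 6020, 1933 and 1851 probes past the criterion, all more than the real split (492). With the slide as a block the real split gave 597. After adjustment 0 probes were found in PLC5 and 0 for the difference between the cell lines. All splits (10 of 10 and 100 of 100) reach that number by necessity, so they say nothing about chance there.

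Fewer probes than chance gives had an unadjusted p below 0.05 in both cell lines. A candidate explanation is variation shared by same-numbered arrays, which a fit without the block counts as spread. In HA22T the share rose from 2.99% to 5.46% with the replicate number as a block, above 5% as the explanation needs. The methods' t-test, which has no block and takes the spread of each probe from 1 cell line, gave 4.15% in HA22T and 1.94% in PLC5, so a rise is not specific to the block and other explanations stay open in HA22T. In PLC5 the share rose from 1.33% to 2.07% only with the block, still below 5%. The slide follows the replicate number there, so the block also removes constant differences between slides. This argues against such shared variation as the whole cause in PLC5, and what keeps the share low there stays open. No biological explanation was tested.

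In HA22T, 23 of the 52 genes of Supplementary Table S2 past the criterion passed it only with dim probes, and 21 of the 23 were listed as up-regulated and 2 as down-regulated. The typical signal of probes at background was higher in HA22T siGALNT1 (mean log2 value -6.85) than in siControl (-7.39). By replicate it was -8.02 against -7.54, -6.02 against -7.91 and -6.51 against -6.70, so replicate 1 goes the other way and replicate 2 makes most of the difference. A difference in the detection floor between arrays could raise dim probes on some siGALNT1 arrays. With a common floor of -6.02 for all arrays, 61.5% of the 52 genes still passed. This decides nothing for the whole set, because the floor reached a value of the passing probe in 1 of the 29 genes with a probe well above background, of which 96.6% still passed, and in all 23 with dim probes, of which 17.4% still passed. A common floor also removes true changes below it, so for the genes with dim probes the floor and a change in expression cannot be told apart. In PLC5 all 9 genes past the criterion still passed (100%), but the floor reached 2 of them, so this decides nothing either.

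The hypotheses on gene lists, each tested in both cell lines, were set before the data were examined. Lower MAPK signaling predicted a fall of MAPK target genes. Their median log2 fold change was -0.02 in HA22T (adjusted p = 0.920 from limma's camera, 5 of 10 genes higher) and 0.015 in PLC5 (adjusted p = 0.826, 5 of 10 genes higher), so no fall was detected. An interferon response to the siRNA predicted a rise of interferon-induced genes. In HA22T they were lower instead, with a median of -0.48 (adjusted p = 0.0481 from camera, 1 of 12 genes higher), and in PLC5 the median was -0.05 (adjusted p = 0.288). Endoplasmic reticulum stress predicted a rise. The median was 0.0096 in HA22T, where the mean was -0.022 (adjusted p = 0.826), and 0.16 in PLC5 (adjusted p = 0.288, 9 of 10 genes higher). Without HA22T siGALNT1 replicate 1 the HA22T endoplasmic reticulum stress list median log2 fold change was 0.23 (adjusted p = 0.0242 from camera), so 1 array decides that call. A slower cell cycle predicted a fall. The median of the cell cycle list was -0.07 in HA22T (adjusted p = 0.519, 2 of 10 genes higher) and 0.26 in PLC5 (adjusted p = 0.0388, 10 of 10 genes higher), where the direction was the opposite. Under fry, which estimates the correlation between genes from these arrays and used the genes without missing values, neither of the calls of camera held (adjusted p = 0.878 for both). Over the alternatives set beforehand, the adjusted p of camera ranged from 0.0025 to 0.313 for the interferon response list of HA22T and from 7.2e-05 to 0.964 for the cell cycle list of PLC5. The HA22T interferon response list median log2 fold change was -0.15 without HA22T siControl replicate 1, and the PLC5 cell cycle list median log2 fold change was -0.023 without PLC5 siGALNT1 replicate 1. The lists therefore decide none of these hypotheses.

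HAGH, which the paper does not discuss, fell on all siGALNT1 arrays of both lines. The HAGH log2 fold change in HA22T was -1.95 (standard error 0.28, adjusted p = 0.200 from limma) and that in PLC5 was -1.55 (standard error 0.28, adjusted p = 1.00 from limma), lower in 3 of 3 pairs in each line (exact permutation p = 0.1 in each) with the probe well above background on every array. Over the alternatives set beforehand its change ranged from -2.17 to -1.76 in HA22T, with an adjusted p from 0.0262 to 1.00 and below 0.05 with normexp background correction (0.0262) and with a trend in eBayes (0.0298), and from -1.66 to -1.35 in PLC5. NUDT3 (-1.44 in HA22T and -1.04 in PLC5) and TBC1D4 (-1.53 and -0.69) also fell in both lines, and 2 probes of EPHB4 fell in HA22T (-1.42 and -1.14) and less in PLC5 (-0.47 and -0.33), all lower in 3 of 3 pairs and none past the adjustment in limma. Whether these genes respond to the loss of GALNT1 or to the siRNA itself was not tested, since the design has 1 siGALNT1 group per line.

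HTR5A had the smallest adjusted p for a difference between the cell lines. It changed by 1.74 in HA22T and by -1.93 in PLC5, a difference of 3.66 (standard error 0.45, adjusted p = 0.646 from limma), with 2 or 3 unflagged arrays per group. The dim PFKFB2 probe changed by 3.39 in HA22T (adjusted p = 0.0862 from limma), with 2 siGALNT1 arrays, while the bright PFKFB2 probe changed by 0.17 (adjusted p = 1.00), so the probes disagree.

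Of the GALNT family and the enzymes of the next step, 15 of 21 genes were counted in HA22T and 17 in PLC5. None (0) had an adjusted p below 0.05 in limma on its brightest probe. An unadjusted p below 0.05 was found for 2 in HA22T and 1 in PLC5, which is the siRNA target GALNT1 itself in both lines and, in HA22T, GALNT8 (log2 fold change 1.63, standard error 0.60, adjusted p = 1.00 from limma, higher in 3 of 3 pairs), a dim probe well above background on 1 siControl array and 2 siGALNT1 arrays.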
